# Distinct stages of the translation elongation cycle revealed by sequencing ribosome-protected mRNA fragments

**DOI:** 10.7554/eLife.01257

**Published:** 2014-05-09

**Authors:** Liana F Lareau, Dustin H Hite, Gregory J Hogan, Patrick O Brown

**Keywords:** ribosome profiling, translation, ribosome, *S. cerevisiae*

## Abstract

During translation elongation, the ribosome ratchets along its mRNA template, incorporating each new amino acid and translocating from one codon to the next. The elongation cycle requires dramatic structural rearrangements of the ribosome. We show here that deep sequencing of ribosome-protected mRNA fragments reveals not only the position of each ribosome but also, unexpectedly, its particular stage of the elongation cycle. Sequencing reveals two distinct populations of ribosome footprints, 28–30 nucleotides and 20–22 nucleotides long, representing translating ribosomes in distinct states, differentially stabilized by specific elongation inhibitors. We find that the balance of small and large footprints varies by codon and is correlated with translation speed. The ability to visualize conformational changes in the ribosome during elongation, at single-codon resolution, provides a new way to study the detailed kinetics of translation and a new probe with which to identify the factors that affect each step in the elongation cycle.

**DOI:** http://dx.doi.org/10.7554/eLife.01257.001

## eLife digest

To make a protein from a gene, the gene is first transcribed to produce a molecule of messenger RNA (mRNA), which then passes through a molecular machine called a ribosome. The ribosome reads the genetic code in the mRNA in groups of three letters at a time, and each triplet of letters (or codon) represents an amino acid. The ribosome then joins the relevant amino acids together to build a protein.

The ribosome processes about six amino acids per second, on average, but the mRNA is not fed through at a constant rate. Instead, the ribosome changes its shape to ratchet along the mRNA from one codon to the next: it then reads the new codon and adds another amino acid to the protein. However, many of the details of this ratcheting process are not fully understood.

In this study, Lareau, Hite et al. have used a technique called ‘ribosome profiling’ to explore the movement of ribosomes along mRNA molecules. First, all of the pieces of mRNA molecules that are not protected inside a ribosome were chemically destroyed. The sequences of the protected fragments were then read and matched to the full-length gene sequences. The protected fragments came in two different sizes: some were about 28–30 letters long, and others were about 20–22 letters long. Lareau, Hite et al. suggest that these different fragment sizes occur because the ribosome switches between two shapes at each codon as it ratchets along the mRNA, and so it protects different lengths of mRNA.

In previous ribosome-profiling experiments, the fragments had all been about 28 letters long; but these experiments had used a chemical to halt the progress of the ribosomes along the mRNAs before measuring the length of the fragments. Lareau, Hite et al. argue that this chemical locks the ribosome in the same shape when it brings the ribosome to a halt, and so the protected fragments always have the same length. Further, other chemicals that halt ribosomes appear to lock this molecular machine in the other shape, and so it can only protect the shorter fragments.

The findings of Lareau, Hite et al. show that ribosomal profiling experiments can reveal much more than simply where a ribosome is on an mRNA molecule. Further study into the different stages of the ribosome ratcheting process will help uncover how the speed that a ribosome translates an mRNA into a protein can be encoded in the mRNA sequence itself.

**DOI:** http://dx.doi.org/10.7554/eLife.01257.002

## Introduction

To accomplish the huge task of translation elongation—in each cycle, accurately incorporating a new amino acid into a nascent peptide every 1/6^th^ of a second, then moving precisely three nucleotides along the mRNA template—the ribosome undergoes a series of major structural rearrangements (Figure 1) (reviewed in Chen et al., 2012 and Noeske and Cate, 2012). During the initial decoding step of elongation, aminoacylated tRNAs are delivered to the decoding site (A site) as part of a ternary complex with EF-Tu (in prokaryotes) or the orthologous eEF1A (in eukaryotes). When the anticodon of one of these aminoacylated tRNAs is able to base-pair stably with the specific mRNA codon in the decoding site (A site), a new peptide bond is formed between the nascent polypeptide and the specified amino acid. The ribosome then undergoes a massive rearrangement in which the ribosomal subunits rotate relative to each other (Frank and Agrawal, 2000; Zhang et al., 2009). Along with this rotation, the A and P site tRNAs move from ‘classic’ to ‘hybrid’ states: the anticodon ends stay in their original A and P sites and the acceptor ends move to the P and E sites (Moazed and Noller, 1989; Munro et al., 2007). This rotated state of the ribosome undergoes additional conformational changes in preparation for translocation (Zhang et al., 2009; Fu et al., 2011). The ribosome can fluctuate between rotated and non-rotated states until EF-G (eEF2 in eukaryotes) binds and stabilizes the rotated ribosome (Agirrezabala et al., 2008). GTP hydrolysis by EF-G then promotes translocation of the mRNA along the ribosome, coupled to a large intra-subunit rotation of the 30S head (Ratje et al., 2010), after which the ribosome subunits rotate back to a closed formation for the next cycle (Gao et al., 2009). Structural and biochemical studies have revealed many of the atomic-level changes that allow this complicated process to occur (Pulk and Cate, 2013; Tourigny et al., 2013; Zhou et al., 2013), and new details continue to emerge, reshaping models, raising new questions, and leaving other questions still unanswered.

**Figure 1.**
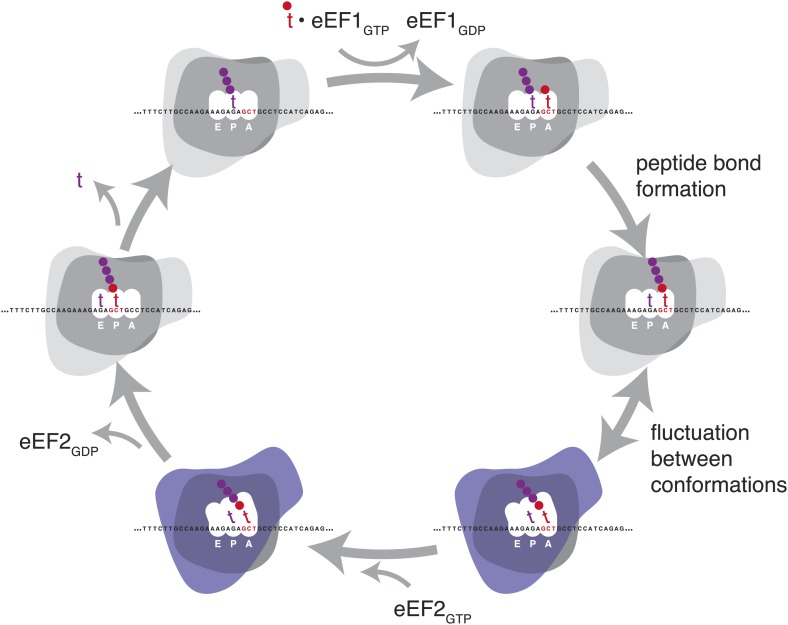
Schematic representation of the eukaryotic elongation cycle. Blue overlay denotes stages at which the ribosome has undergone a large inter-subunit rotation. Ribosome shapes are for illustration only, not a literal representation of the structure or degree of rotation. **DOI:** http://dx.doi.org/10.7554/eLife.01257.003

Recently, ‘ribosome profiling’ by high-throughput sequencing of ribosome-protected fragments has provided a powerful tool for identifying the position of ribosomes on mRNAs across the entire transcriptome (Ingolia et al., 2009). Cell lysates are treated with nuclease to degrade all mRNA not physically protected by ribosomes, and the ribosome-protected fragments are extracted, sequenced, and mapped back to the genome to show ribosome positions, revealing the overall translation level of each gene as well as the distribution of ribosomes along the mRNA. Nucleotide-level precision of ribosome positions is possible because of the very consistent size of ribosome footprints in the conditions assayed. The authors of the method used a nuclease protection assay to establish that, in yeast treated with the elongation inhibitor cycloheximide, each ribosome protects a footprint of 28 nucleotides (nt), confirming earlier reports (Steitz, 1969; Wolin and Walter, 1988).

While performing ribosome-profiling experiments in *Saccharomyces cerevisiae,* we serendipitously noticed a population of smaller ribosome-protected fragments. To better capture these fragments and to investigate their origins, we revised the ribosome-profiling protocol originally established by Ingolia et al. Our experiments revealed that, in the absence of cycloheximide, the small ribosome-protected fragments were abundant, consistent with an early observation of short ribosome footprints in the absence of cycloheximide (Wolin and Walter, 1988). We show here that the small fragments originate from ribosomes in a conformation distinct from that previously observed in the presence of cycloheximide. The ability to discern distinct ribosomal structural states by ribosome profiling has given us insight into how codon, tRNA, and amino acid identity and translational speed relate to ribosome structure. This additional dimension of ribosome-profiling data will provide a valuable new layer of molecular and mechanistic information, at codon resolution, for future studies of translation.

## Results

### Ribosomes can protect two distinct mRNA fragment sizes

We began our investigation of ribosome footprint size by isolating ribosome-protected mRNA fragments from yeast using a modified ribosome-profiling procedure. The standard ribosome-profiling protocol includes a size selection for RNA fragments of around 28 nt. To eliminate the bias against smaller fragments, we broadened the initial size range and selected RNA fragments between 18 and 32 nt after RNase I digestion. By selecting fragments in this broader size range, and, importantly, by carrying out the entire procedure in the absence of cycloheximide or other inhibitors, we observed two clearly distinct, abundant populations of ribosome-protected mRNA fragments (‘footprints’), 28–30 nt and 20–22 nt long. 

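Footprints were sequenced from 3 cultures of BY4741, a laboratory strain of budding yeast, grown in YPD and harvested without an inhibitor. The authors counted the small and the large footprints with each codon in the A site and deposited these counts without normalization. The counts begin at codon 51 of each gene, already leave out positions that are not unique in the transcriptome, and list no gene with fewer than 11 footprints. Replicates 1, 2 and 3 hold 1318076, 1102651 and 318996 footprints on 4333, 4136 and 2871 genes. Small footprints were 50.7% of the footprints in replicate 1, with a 95% Wilson interval from 50.7 to 50.8%. They were 66.3% in replicate 2 (66.2 to 66.4%) and 81.3% in replicate 3 (81.2 to 81.5%), and the mean was 66.1% ± 15.3 (SD, n = 3 cultures). These intervals cover counting error only, because reads amplified by PCR are not independent molecules, and the spread between cultures was much wider than any of them. When all 10 libraries were compared by the codon at the 5′ end of the fragment, 5 codons upstream of the A site, they fell into 2 sets that cut across the treatments. Set a holds untreated replicates 1 and 2, cycloheximide replicate 1 and both anisomycin libraries of culture 1, and set b holds untreated replicate 3, cycloheximide replicate 2, anisomycin culture 2 and both 3-AT libraries. The sets were found from the data, since the libraries' batches are not named, and values within each set are given beside the pooled ones for the main comparisons that cross them.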

We visualized fragment lengths and positions with a three-dimensional ‘metagene’ representation: sequence reads representing the ribosome-protected fragments from all expressed genes were aligned relative to the start codon of the corresponding gene and tallied by fragment length and position to show the average pattern of translation along all annotated coding regions (Figure 2A–C, Figure 2—figure supplement 1).

**Figure 2.**
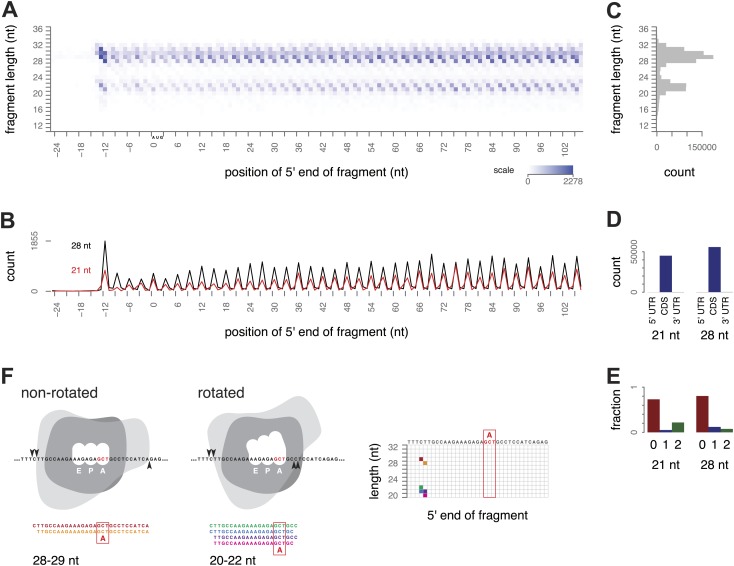
Ribosome-protected fragment positions and size distributions from yeast not treated with elongation inhibitors. (**A**) The position of each fragment was calculated relative to the start codon of its gene. The 5′ end positions (x axis) and lengths of all fragments (y axis) were tallied across all genes with a coding region of at least 300 nt. Higher color intensity reflects more fragments. RNA fragments between 18 and 32 nucleotides were selected after gel electrophoresis; shorter and longer fragments are not entirely excluded but their read counts are presumed to be unrepresentative of their true abundance. (**B**) Profiles of the 5′ end positions of all 20 nt and 28 nt fragments relative to the start codon of their genes, as in (**A**). (**C**) Total counts of mapped fragment lengths. (**D**) Distribution of 21 nt and 28 nt fragments in coding regions and untranslated regions of mRNAs. (**E**) Positions of 21 nt and 28 nt fragments relative to the reading frame. (**F**) Interpretation of fragment positions on an arbitrary gene fragment. Arrowheads show hypothetical nuclease cleavage sites relative to a ribosome in a non-rotated or rotated conformation (shape is for illustration only). The resulting fragments are shown with the inferred decoding site (A site), and their positions in a grid as in Figure 2A are shown with corresponding colors. **DOI:** http://dx.doi.org/10.7554/eLife.01257.004

**Figure 2—figure supplement 1.**
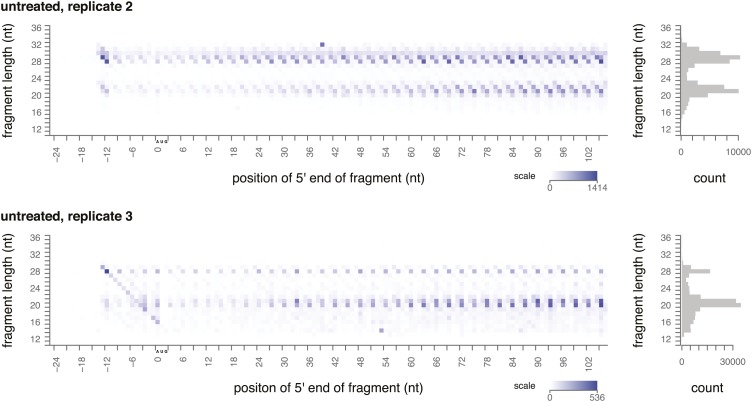
Ribosome-protected fragment positions and size distributions from yeast not treated with elongation inhibitors. Two biological replicates of ribosome-protected fragment distribution, as in Figure 2A,C. **DOI:** http://dx.doi.org/10.7554/eLife.01257.005

We found overwhelming evidence that both populations of fragments came from translating ribosomes. The 21 and 28 nt fragments were both found almost entirely within annotated coding regions (CDS) and not in 5′ or 3′ UTRs; 98.3–99.7% of mappable 21 nt fragments, and 96.5–99.6% of mappable 28 nt fragments, mapped within the annotated CDS in three replicates (Figure 2D). Both populations also showed the 3-nucleotide periodicity expected of fragments originating from elongating ribosomes (Figure 2E). We conclude that fragments of both sizes are footprints of translating ribosomes.

The 5′-most peaks in the metagene represent ribosomes with the start codon in the P site and the second codon in the A site (Kapp and Lorsch, 2004; Ingolia et al., 2009). Using this as a reference for phasing all the footprints, we inferred that for ribosomes with a given codon in the A site, small and large footprints generally had the same 5′ ends positioned 15–16 nt upstream of the A-site codon, and differed at their 3′ ends: extending 2–3 nt beyond the A-site codon in the small footprints and 10 nt beyond the A-site codon in the large footprints, respectively (Figure 2F).

### Different elongation inhibitors stabilize distinct conformations and bias the footprint size distribution

During elongation, at each codon, the ribosome cycles through a stereotyped sequence of steps as it incorporates the specified amino acid and translocates to the next codon. These steps are accompanied by major rearrangements of the ribosome structure, including a rotation of the large subunit relative to the small subunit upon peptide bond formation. We hypothesized that the non-rotated, pre-peptide-bond ribosomes and rotated, post-peptide-bond ribosomes might protect different lengths of mRNA, and that the two resulting footprint sizes might, therefore, represent these two conformations.

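Cycloheximide was present at 100 µg/ml in 2 cultures of BY4741, and 2 further cultures grew for 30 min with anisomycin at 100 µg/ml. Anisomycin culture 1 was sequenced as 2 libraries, 1A and 1B, which were averaged and counted as 1 culture. The deposited values are again counts of small and large footprints per codon from codon 51 onward. The inhibitor libraries hold from 466123 footprints in cycloheximide replicate 2 to 1576388 in anisomycin library 1B. Differences between groups were tested by an exact two-sided permutation test on 1 value per culture.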

To determine what footprint sizes were protected by ribosomes in distinct stages of elongation, we performed ribosome profiling on yeast treated with inhibitors that block different steps of the cycle. Cycloheximide is an elongation inhibitor that binds to the E site of ribosomes, preventing the E site tRNA from leaving the ribosome. 

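Over codons 51 onward, small footprints were 12.2% of the 952923 footprints in cycloheximide replicate 1, with a 95% Wilson interval from 12.1 to 12.3%. In replicate 2 they were 15.4% of 466123 (15.3 to 15.5%). The mean of the cycloheximide cultures was 13.8% ± 2.25 (SD, n = 2). The start codon lies outside the positions listed in the deposited counts, so its peak was not analysed here.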

When cycloheximide was added to the yeast immediately before harvest and was present throughout lysis and RNase I treatment, the most prevalent footprints were 28–30 nt long and were distributed along the coding sequence with a 3-nt periodicity (Figure 3A–C, Figure 3—figure supplement 1). Apart from a distinct peak at the start codon, there were very few 20–22 nt footprints.

**Figure 3.**
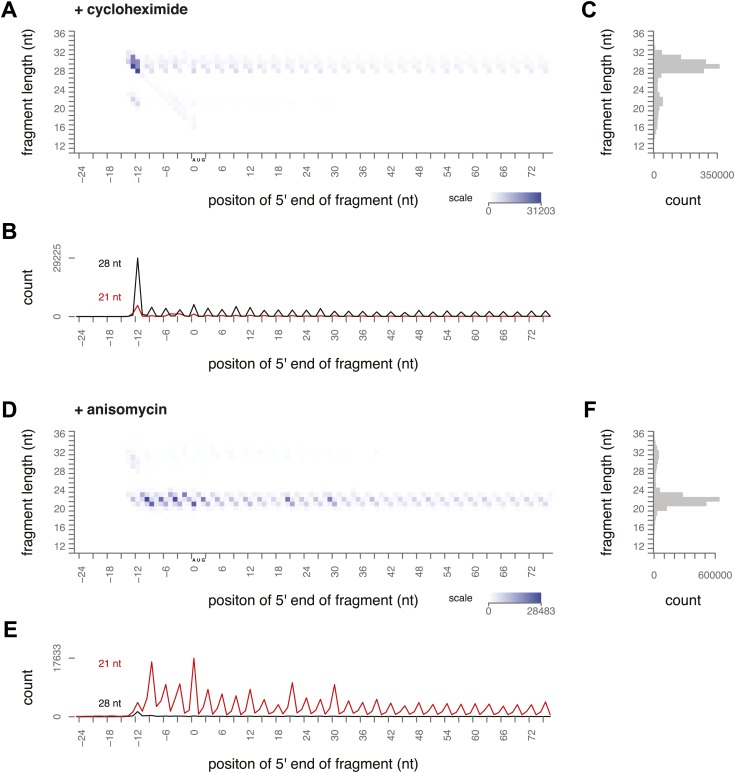
Ribosome-protected fragment positions and size distributions from yeast treated with elongation inhibitors. (**A** and **B**) As in Figure 2A,B, fragment position and size distribution for yeast treated with cycloheximide. (**C**) Distribution of mapped fragment lengths for yeast treated with cycloheximide. (**D** and **E**) Fragment position and size distribution for yeast treated with anisomycin. (**F**) Distribution of mapped fragment lengths for yeast treated with anisomycin. **DOI:** http://dx.doi.org/10.7554/eLife.01257.006

**Figure 3—figure supplement 1.**
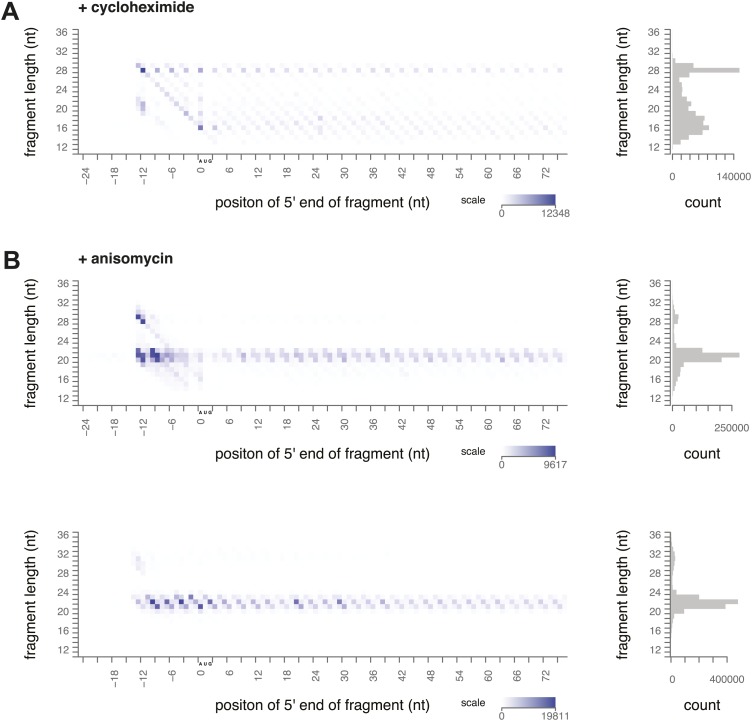
Ribosome-protected fragment positions and size distributions from yeast treated with elongation inhibitors. (**A**) Biological replicate of ribosome-protected fragment distribution after cycloheximide treatment. (**B**) Biological replicate (top) and technical replicate (bottom; independent fractionation and library preparation from the same lysate as Figure 3) of fragment distribution after anisomycin treatment. **DOI:** http://dx.doi.org/10.7554/eLife.01257.007

Our data confirmed previous evidence that the ribosome predominantly protects a 28 nt footprint in the presence of cycloheximide, and suggest that cycloheximide stabilizes one stage of the elongation cycle. Previous work shows that cycloheximide bound alongside a tRNA in the E site prevents either the incorporation of the next aminoacylated tRNA in the A site or peptide bond formation (Schneider-Poetsch et al., 2010). In either case, it is expected to trap the ribosome in a non-rotated conformation, suggesting that the non-rotated conformation protects 28–30 nt of mRNA.

We next conducted ribosome-profiling experiments using yeast treated with anisomycin, an elongation inhibitor that binds to the peptidyl transferase center (Grollman, 1967; Hansen et al., 2003). 

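In the anisomycin libraries, small footprints were 98.2% of footprints in library 1A, 98.0% in library 1B and 97.5% in culture 2. Their 95% Wilson intervals ran from 98.1 to 98.2%, from 98.0 to 98.1% and from 97.5 to 97.5%. The mean over the cultures was 97.8% ± 0.425 (SD, n = 2). The large footprints behind these shares numbered 21716, 31013 and 29248.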

We observed almost exclusively small footprints in yeast treated with anisomycin (Figure 3D–F, Figure 3—figure supplement 1). By comparison to the effects of cycloheximide treatment, we inferred that anisomycin stabilizes a distinct conformation of the ribosome that protects 20–22 nt of mRNA. Although anisomycin's precise mechanism is not characterized, it has higher affinity for post-translocation ribosomes than for pre-translocation, cycloheximide-treated ribosomes, suggesting that it preferentially binds a ribosome conformation distinct from that stabilized by cycloheximide (Barbacid and Vazquez, 1974, 1975). Lincomycin and other antibiotics that bind the peptidyl transferase center induce translocation, and lincomycin-treated ribosomes prefer a rotated conformation in in vitro FRET experiments (Fredrick and Noller, 2003; Ermolenko et al., 2013). It is possible that anisomycin acts similarly to stabilize a rotated conformation.

We have thus demonstrated that two distinct ribosome conformations can be stabilized using elongation inhibitors. 

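The mean share of small footprints with cycloheximide minus that without an inhibitor was -52.3 percentage points (exact permutation test, two-sided, p = 0.1). That is the smallest p that 2 cultures against 3 allow, so this design cannot reach 0.05. With anisomycin the share was 31.7 percentage points higher than in untreated yeast (exact permutation test, p = 0.2). Anisomycin exceeded cycloheximide by 84.0 percentage points (exact permutation test, p = 0.333, the smallest that 2 cultures against 2 allow). Every cycloheximide culture lay below every untreated culture, and every anisomycin culture lay above them. Leaving out each culture in turn gave anisomycin differences from 24.0 to 39.3. With same-numbered cultures paired in a replicate block, the cycloheximide difference was -44.7, the anisomycin difference was 39.3 and the difference between the drugs was 84.0 (exact permutation test, p = 0.5, the smallest that 2 pairs allow). The paper's methods do not pair the cultures. Same-numbered cultures were more alike than others between the 2 drugs, where the numbers follow sets a and b, and less alike between either drug and untreated yeast. Within set a of the libraries, cycloheximide minus untreated was -46.3 and anisomycin minus untreated 39.6, and within set b they were -65.9 and 16.2. Anisomycin minus cycloheximide was 85.9 within set a and 82.1 within set b. From the opposite shifts under the 2 drugs, the paper reasons that large and small footprints come from distinct ribosome conformations, and offers this as evidence.

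**Figure D1:**
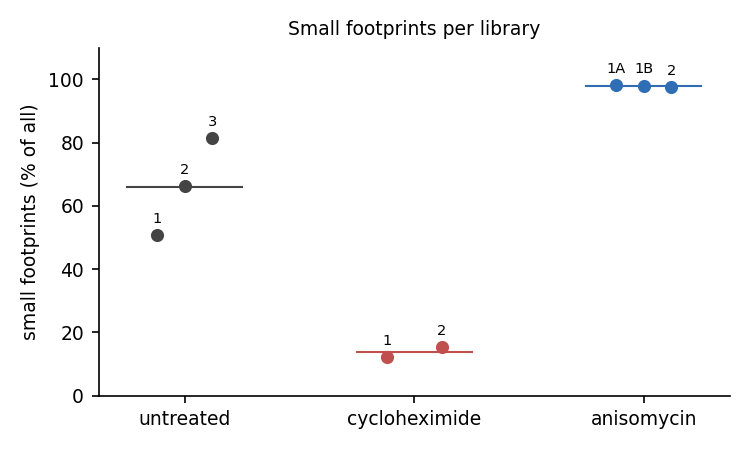
Small footprints as a percent of all footprints (vertical axis) in each untreated, cycloheximide and anisomycin library (points, labelled by replicate), with the mean over cultures as a line. The cycloheximide libraries lie at 12.2 and 15.4%, the untreated ones between 50.7 and 81.3%, and the anisomycin ones between 97.5 and 98.2%.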

Stabilization of distinct conformations by two drugs resulted in a nearly complete reciprocal bias in the size of ribosome footprints, providing evidence that large and small footprints originate from distinct ribosomal conformations. We hypothesize that each ribosome cycles through both conformations, protecting first a large footprint and then a small footprint at each codon. The footprints identified by high-throughput sequencing in a ribosome-profiling experiment represent a deep sampling of ribosomes in different states, and thus the ratio of large to small footprints in untreated cells could show, at single-codon resolution, how many ribosomes are in each stage of elongation.

### Increased decoding time produces more large footprints

To enrich for ribosomes in a single, defined stage of the elongation cycle, we induced conditions expected to result in the depletion of a specific aminoacyl-tRNA and thus to increase the decoding time when the cognate codon is in the A site. We treated yeast with 3-amino-1,2,4-triazole (3-AT), an inhibitor of histidine biosynthesis, to create a specific shortage of His-acylated tRNA and cause ribosomes to pause on histidine codons (Figure 4A). 

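3-AT was added at 100 mM to yeast of the strain S288C growing in medium without histidine, and cells were harvested after 10 min and after 60 min. The deposited counts hold 469493 footprints on 3866 genes at 10 min and 677760 on 4284 genes at 60 min, of which 82.1 and 80.4% were small. As in the paper, these libraries were treated as 1 group of 2 and compared with the 3 untreated libraries. The untreated yeast were BY4741 in YPD, so strain and medium change together with the drug and cannot be told apart from it. Both 3-AT libraries belong to set b by the codon at the 5′ end of the fragment, as does only untreated replicate 3. The relative abundance of large or small footprints at a codon was its count divided by the gene's mean count of both sizes, averaged over all occurrences of the codon. Its log2 value was compared between the groups with limma for the 61 sense codons, with Benjamini-Hochberg adjustment.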

We would therefore expect ribosomes to accumulate at histidine codons in a pre-peptide-bond conformation. Estimating codon-specific occupancy as described in more detail below, we found that the shortage of His-tRNA dramatically increased the relative abundance of large footprints from ribosomes with His codons in the A site, with minimal effect on the abundance of small footprints (Figure 4B,C, Figure 4—figure supplement 1). 

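The relative abundance of large footprints with CAU in the A site was 0.257 ± 0.170 (SD, n = 3) in untreated yeast and 0.825 ± 0.205 (SD, n = 2) with 3-AT. The difference between the groups' means of log2 values, which limma tests and which differs from the log2 ratio of these averages, was 1.86 (standard error 0.58, adjusted p = 0.0575 from limma). For CAC, large footprints went from 0.316 ± 0.253 (n = 3) to 0.519 ± 0.216 (n = 2), and the difference of mean log2 values was 1.04 (standard error 0.58, adjusted p = 0.179 from limma). These were the largest and the second largest rises among the 61 codons, and every 3-AT value for CAU lay above every untreated value. The adjusted p-value was under 0.05 at 0 of 61 codons, and the unadjusted one at 20, of which 1 was a rise. By limma, the log2 change in small footprints was 1.07 for CAU (standard error 0.43, adjusted p = 0.453) and 0.30 for CAC (standard error 0.43, adjusted p = 0.946), with 0 of 61 codons under 0.05 after adjustment and 6 before. The change in large footprints exceeded that in small footprints by 0.79 on the log2 scale for CAU (standard error 0.84, adjusted p = 0.516 from limma) and by 0.73 for CAC (standard error 0.84, adjusted p = 0.532), and a difference between the sizes did not pass the threshold. When each library was centered on its median codon, a step chosen after seeing the data, the change in large footprints was 2.78 for CAU (adjusted p = 4.4e-17 from limma) and 1.96 for CAC (adjusted p = 1.6e-09). This step raised all 61 changes in large footprints by the same amount, and the standard error was 0.28. In both fits of large footprints, limma gave all 61 codons the same standard error, pooled over codons. Codons are not independent, so these p-values draw on more than the 3 and 2 libraries and may be too small. The other codons past the threshold were UAU (1.49, adjusted p = 6.7e-06 from limma) and UAC (1.36, adjusted p = 4.1e-05), which encode tyrosine, UGC (0.87, adjusted p = 0.024) and CGG (-0.92). After the same step the change in small footprints by limma was 0.95 for CAU (adjusted p = 0.397) and 0.18 for CAC (adjusted p = 0.819). Large then exceeded small by 1.94 for CAU and 1.88 for CAC (adjusted p = 0.167 from limma for each). Within set b, with 1 untreated library and so no test, the change in large footprints was 2.64 for CAU and 2.48 for CAC, and that in small footprints was 1.08 and 0.42. From the rise of large footprints at histidine codons, the paper proposes that large footprints represent the decoding phase, when the ribosome is not rotated.

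**Figure D2:**
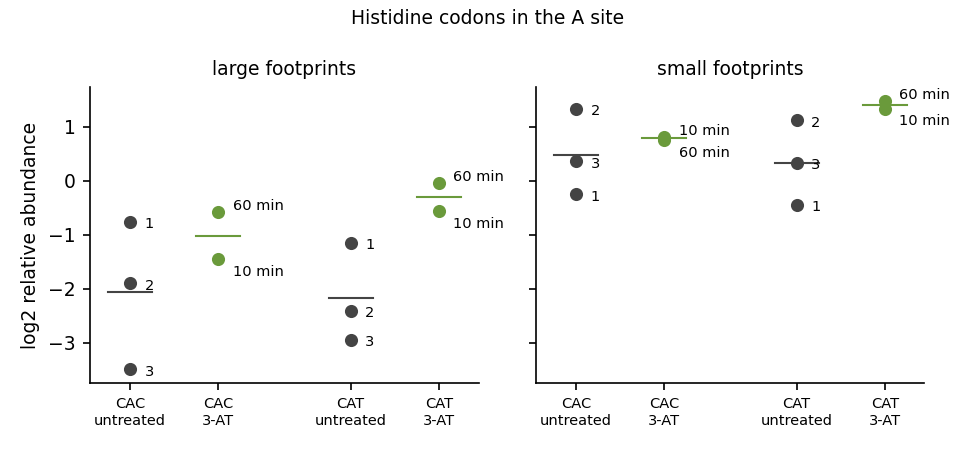
Relative abundance of large (left) and small (right) footprints at the histidine codons CAC and CAT (CAU in the mRNA), on a log2 scale, in each untreated library (gray, labelled by replicate) and 3-AT library (green, labelled by time), with the groups' means of log2 values as lines. Large footprints at CAT rise by 1.86 and at CAC by 1.04 between these means.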

During the decoding phase of elongation, before peptide bond formation, the ribosome is in a non-rotated conformation (Frank and Agrawal, 2000; Gao et al., 2009); these results therefore strongly suggest that the decoding phase of elongation (the non-rotated conformation) is represented by large footprints.

**Figure 4.**
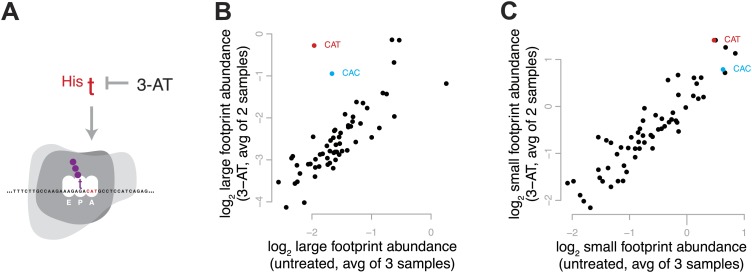
Effect of 3-amino 1,4 triazole on translation of histidine codons. (**A**) Schematic representation of the hypothesized effect of 3-AT. 3-AT reduces intracellular concentrations of histidyl-tRNA and thus is expected to increase time spent decoding histidine codons (i.e., in the decoding phase of the cycle, with a His codon in the A-site). (**B**) All 61 sense codons are plotted by the log_2_ of the relative abundance of large footprints with the specified codon in the A-site for untreated cells (x axis) against the log_2_ relative abundance of large footprints for yeast treated with 3-AT (y axis). Values shown are the average of three untreated replicates and two 3-AT treatments (10 min and 60 min). Histidine codons are denoted in red (CAT) and cyan (CAC). (**C**) As in (**B**), showing the relative abundance of small footprints. **DOI:** http://dx.doi.org/10.7554/eLife.01257.008

**Figure 4—figure supplement 1.**
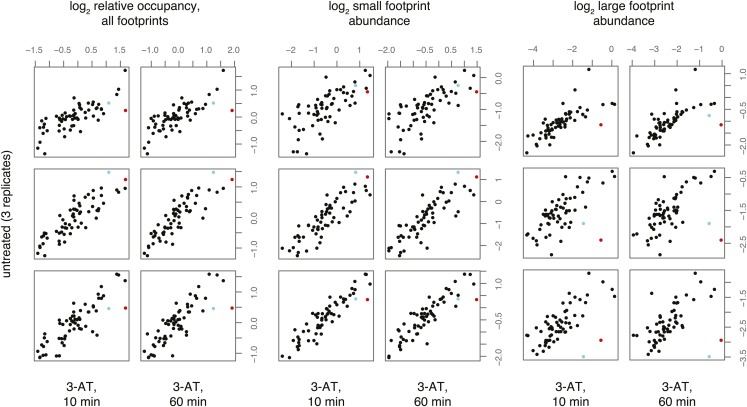
Effect of 3-amino 1,4 triazole on translation of histidine codons. As in Figure 4, log_2_ relative occupancy, log_2_ large footprint abundance, and log_2_ small footprint abundance in comparisons of three untreated replicates and two 3-AT treated samples. Histidine codons are denoted in red (CAT) and cyan (CAC). **DOI:** http://dx.doi.org/10.7554/eLife.01257.009

### The footprint size distribution varies by codon

Recently, ribosome profiling has revealed that translation speed varies systematically by codon (Tuller et al., 2010; Stadler and Fire, 2011; Dana and Tuller, 2012); we hypothesized that there might be distinct codon-specific effects on the rate of the two distinct phases of elongation represented by small and large footprints.

Using data from untreated cells, we calculated the number of large and small footprints corresponding to ribosomes with a given codon in the A site, for each codon position in the yeast transcriptome. Large footprints were defined as 28 or 29 nt and small footprints were defined as 20, 21, or 22 nt with 5′ ends positioned relative to the inferred A site as depicted in Figure 2F. 

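For each of the 61 sense codons, the small footprints at all its positions were divided by the small and large footprints there, in each of the 3 untreated libraries. UUU had the lowest mean share of small footprints, 38.0% ± 11.9 (SD, n = 3), and CGG the highest, 87.2% ± 9.06. The library with the fewest footprints held 2411 of them at UUU and 224 at CGG. With the ratio of mean relative abundances in place of summed counts, the shares were 40.1% for UUU and 85.4% for CGG.

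**Figure D3:**
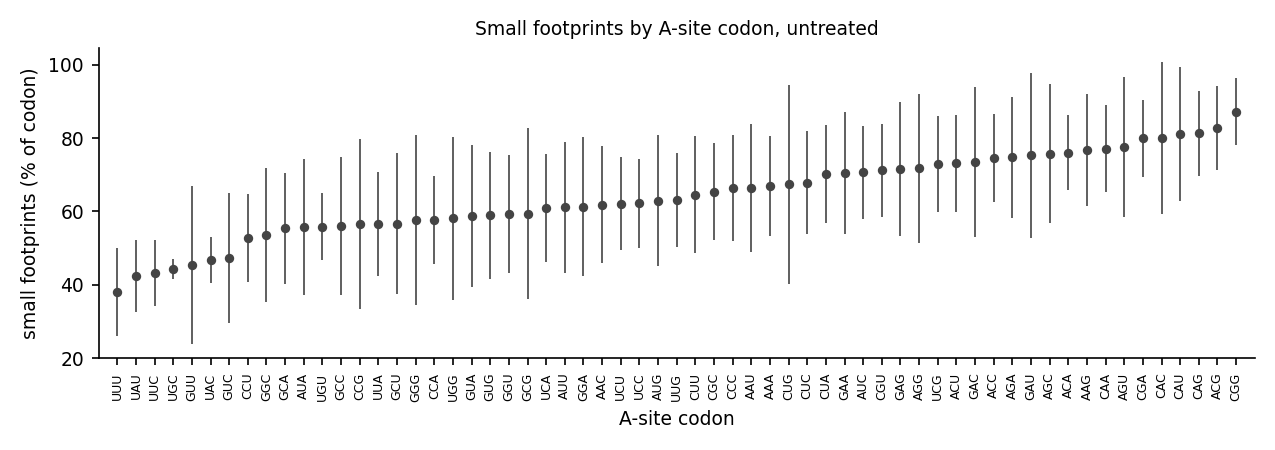
Small footprints as a percent of the footprints at each A-site codon (vertical axis) for the 61 sense codons in order of their mean (horizontal axis), as mean ± SD of the 3 untreated libraries. The means run from 38.0% at UUU to 87.2% at CGG.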

We found substantial variation in the characteristic length distribution between codons: small footprints ranged from 38 ± 12% (UUU) to 87 ± 9% (CGG) of the total footprints for a given codon identity, averaged across three replicates.

To explore this codon effect, we computed the relative occupancy of each of the 61 sense codons in the A site. We started by considering an individual gene and calculated the over- or underrepresentation of footprints at each codon position compared to the average for all codon positions in that gene, including both small and large footprints (an example from a highly expressed gene is shown in Figure 5A). After performing this computation for every gene, we averaged these multipliers across all occurrences of a given codon in the genome to provide the ‘relative occupancy’ for that codon, representing, on a relative scale, how frequently we observed ribosomes with that codon positioned at the A site. 

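Relative occupancy was computed in each untreated library as the footprints of both sizes at a position over the gene's mean per position, averaged over every position with the codon. GGU had the lowest occupancy of the 61 codons, 0.472 ± 0.044 (SD, n = 3), and CCG the highest, 2.61 ± 0.69, which is 5.52 times the lowest. The library with the fewest footprints held 8865 of them at GGU and 1279 at CCG. Across codons, which are not independent replicates, Spearman's correlation was 0.814 between replicates 1 and 2, 0.560 between 1 and 3 and 0.818 between 2 and 3. Each of these had a permutation p of 1e-05, the smallest that 100000 permutations can give, and an adjusted p of 1e-05 over 12 correlations between replicates. Replicates 1 and 2 belong to set a and replicate 3 to set b. Limiting every position to 20 times its gene's mean moved the values most, to 0.393 for GGU and 1.83 for CCG.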

The relative occupancies varied over a fivefold range, from 0.48 ± 0.04 (GGU) to 2.6 ± 0.67 (CCG) (unitless, average of three replicates) and were highly correlated between independent replicates (Figure 5B). As a control, we also analyzed the occupancy based on the codon one position 3′ of the A site, which has not yet entered the decoding site. We found that the range of occupancies relative to the codon in the A site was much broader than the range of occupancies relative to the next codon, suggesting that the A-site occupancies reflect an aspect of translation, not merely confounding factors such as biases in fragment capture (Figure 5—figure supplement 1).

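The spread of log2 occupancy across codons (SD) was 0.497, 0.622 and 0.661 by the A-site codon in replicates 1, 2 and 3. By the codon 3′ of the A site it was 0.182, 0.200 and 0.225. The A-site spread was 2.93 ± 0.19 times the other (SD, n = 3), and 2.65 times when positions were limited to 20 times the gene's mean. By the codon at the 5′ end of the fragment the spread was 0.360 and 0.358 in replicates 1 and 2, and 0.745 in replicate 3, where it exceeded that of the A site.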

**Figure 5.**
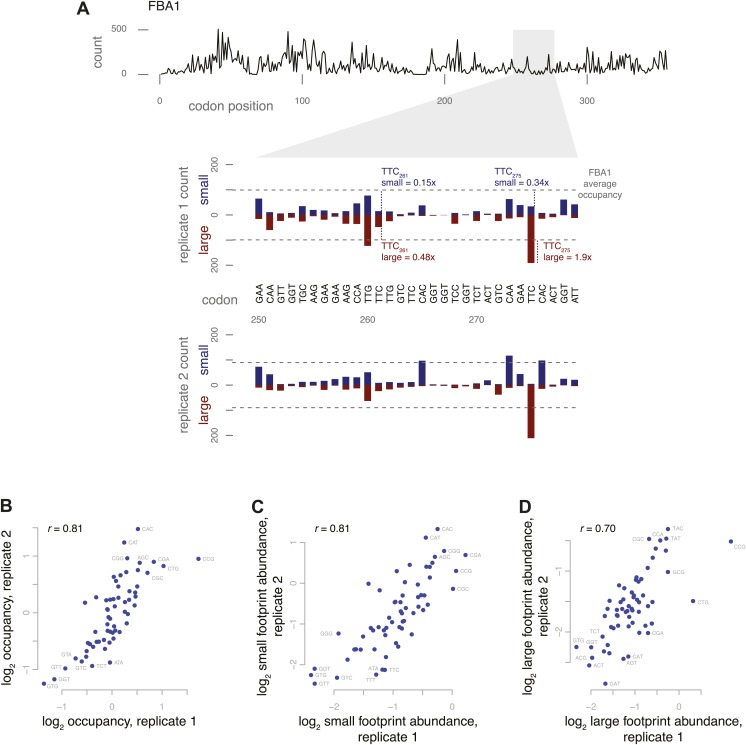
Codon-specific variation in large and small footprint abundance. (**A**) Distribution of ribosome footprint counts on the highly expressed gene FBA1, highlighting an arbitrary window, codons 250–279. Ribosome footprint counts per position were consistent between replicates and varied between instances of the same codon in this window. Relative occupancy was estimated based on the codon in the inferred A site. Total (large + small) footprint coverage at each codon of a gene was computed relative to the average coverage for that gene, then averaged by codon across all genes to provide per-codon relative occupancies. Relative abundance of small or large footprints was computed similarly, comparing the count of small or large footprints at each codon of a gene against the average coverage (large + small) for that gene, then averaged by codon across all genes. Examples of small and large footprint abundance values at two specific TTC codons in FBA1 are shown. (**B**) Relative occupancies of all 61 codons compared between two replicates, with Spearman correlation of 0.81. Stop codons and the first 50 codons of each gene were excluded from analysis. Similarly, small footprint abundance (**C**) and large footprint abundance (**D**) compared between replicates. **DOI:** http://dx.doi.org/10.7554/eLife.01257.010

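In the untreated libraries, FBA1 had 30611, 27736 and 8073 footprints. Over the 30 codons of the window, small footprints per position correlated between replicates 1 and 2 with a Spearman's rho of 0.705 and a Pearson's r of 0.561. Large footprints correlated with a rho of 0.854 and an r of 0.922. The permutation p of these Spearman correlations was 6e-05 for small and 1e-05 for large footprints, and adjusted over 6 correlations it was 0.00018 and 6e-05. With replicate 3, whose depth was lowest, rho was between 0.239 and 0.386 and the lowest adjusted p was 0.0688. Pearson's r with replicate 3, which follows the highest positions, was 0.178 and 0.749 for small footprints and 0.822 and 0.952 for large ones, against replicates 1 and 2. These correlations are across positions, which are not independent replicates. The deposited codon numbers are 1 higher than those of the figure. In replicate 1, UUC codons of the window differed among themselves, with relative abundances of 0.151 for small and 0.485 for large footprints at 1 of them and of 0.343 and 1.93 at another.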

**Figure 5—figure supplement 1.**
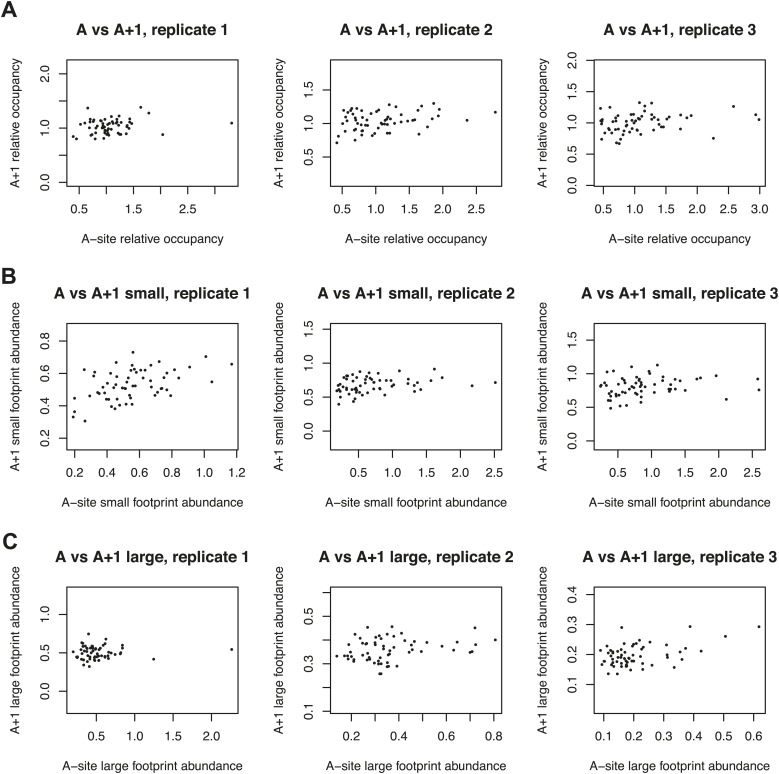
Codon-specific variation in large and small footprint abundance. (**A**) Relative occupancies based on the codon downstream of the inferred A site, compared to the A-site occupancies as in Figure 5. Similarly, small footprint abundance (**B**) and large footprint abundance (**C**) for the inferred A site and downstream codon. **DOI:** http://dx.doi.org/10.7554/eLife.01257.011

Codon-specific differences in ribosome occupancy could have been driven by variation in small footprint counts, variation in large footprint counts, or both, potentially revealing the variability of each stage of elongation. We inferred the relative abundance of ribosomes in each state at each codon using a model similar to the one we used to estimate overall relative occupancy, but considering counts of either small or large footprints separately (Figure 5A). 

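The relative abundances of small footprints had Spearman correlations of 0.812, 0.625 and 0.872 between untreated replicates 1 and 2, 1 and 3, and 2 and 3. For large footprints the correlations were 0.698, 0.681 and 0.590. All 6 had a permutation p of 1e-05, the smallest the permutations can give, across 61 codons.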

As with overall occupancy, the relative abundances of small footprints and the relative abundance of large footprints were both highly correlated between replicates (Figure 5C,D). This suggests that codon identity affected both the pre-peptide-bond and post-peptide-bond stages of elongation. However, the effect of codon identity on the inferred duration of these two phases of the elongation cycle was distinct: the codon-specific relative abundances of small and large footprints were almost uncorrelated (Spearman's r = 0.11, average of three replicates). This led us to search for physical correlates of the codon-specific differences.

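Spearman's correlation between the small and large footprint abundances of the 61 codons was 0.347 in replicate 1 (permutation p = 0.00672, adjusted p = 0.0269 over 4 correlations). In replicate 2 it was -0.142 (permutation p = 0.274, adjusted p = 0.383), and in replicate 3 it was 0.117 (permutation p = 0.370, adjusted p = 0.383). The mean of the 3 was 0.107 ± 0.244 (SD, n = 3). Without replicate 1 the mean was -0.012.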

### Relative occupancy is related to amino acid polarity and codon:tRNA interactions

We found that a major and unexpected determinant of the abundance of footprints from each conformation was the identity of the amino acid encoded by the A-site codon. We found a much greater density of small footprints at codons encoding smaller, polar amino acids than at codons encoding large, aromatic amino acids. 

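Averaged over the codons of each amino acid, small footprints had a relative abundance of 0.299 ± 0.116 (SD, n = 3) at phenylalanine, 0.303 ± 0.134 at valine and 0.449 ± 0.053 at tyrosine. At tryptophan the value was 0.564 ± 0.247. Histidine, arginine and lysine had the highest values, 1.47 ± 0.80, 1.17 ± 0.34 and 0.992 ± 0.274. Serine lay at 0.744 ± 0.100 and glycine, among the smallest side chains, at 0.430 ± 0.197.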

The relative abundance of small footprints at codons encoding a given amino acid was correlated with measures of polarity of the cognate amino acid, such as the K_d_ of transfer of side chains from vapor to water (Spearman's r = −0.75 when grouped by amino acid, r = −0.58 by codon, Figure 6A), while the relative abundance of large footprints showed no correlation to amino acid polarity (Spearman's r = 0.11 by amino acid, r = 0.02 by codon) (Wolfenden, 2007). These data strongly suggest that the chemical properties of the amino acid specified by the codon in the A site affect the stability of the rotated, post-peptide-bond conformation of the ribosome. 

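The order of 19 amino acids along the polarity axis was read from Figure 6A, since only ranks enter the correlation, and proline has no value there. Small footprint abundance, averaged over 3 untreated replicates, correlated with this order at a Spearman's rho of -0.747 by amino acid (n = 19, permutation p = 0.00028, adjusted p = 0.00056 over 4 correlations). By codon rho was -0.577 over 57 codons (permutation p = 2e-05, adjusted p = 8e-05). For large footprints rho was 0.107 by amino acid (permutation p = 0.661, adjusted p = 0.864) and 0.023 by codon (permutation p = 0.864, adjusted p = 0.864). Pearson's r of untransformed abundance with the rank was -0.705 for small footprints by amino acid (permutation p = 0.0005) and 0.069 for large footprints (permutation p = 0.787). Codons and amino acids are not independent replicates. From the correlation for small footprints alone, the paper proposes that the amino acid of the A-site codon affects the stability of the rotated conformation.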

We hypothesize that interactions between the ribosome and polar amino acids acylated to the A-site tRNA can slow translocation substantially.

**Figure 6.**
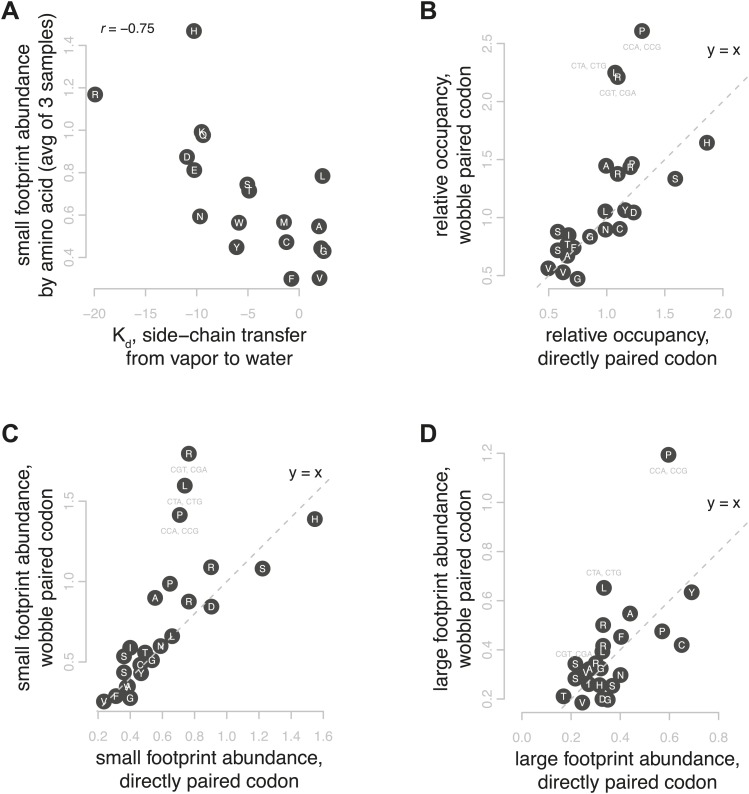
Correlates of footprint abundance. (**A**) Small footprint abundance, averaged for all codons encoding the same amino acid plotted against K_d_ of transfer of side chain from vapor to water as a measure of polarity (Wolfenden, 2007), with Spearman correlation from the average of three samples. (**B**) Relative occupancy of directly paired codons vs relative occupancy of codons that recognize the same tRNA with wobble pairing. Values are the average of three replicates. Dashed line shows y = x, the expected relationship if occupancy were determined solely by tRNA identity. (**C** and **D**) As in (**B**), showing small and large footprint abundance. **DOI:** http://dx.doi.org/10.7554/eLife.01257.012

Many factors have been proposed to affect translation speed at a given codon, particularly tRNA abundance. In yeast, the number of genes encoding a specific tRNA has been shown to be highly correlated with both codon usage and cellular tRNA concentrations (Percudani et al., 1997). A related measure of codon optimality is the tRNA adaptation index (tAI), which attempts to rank codons in translational efficiency by accounting for tRNA copy number, wobble pairing constraints, and codon usage (dos Reis et al., 2004). 

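The 275 nuclear tRNA genes of the R64 assembly were grouped by anticodon, and each of the 61 codons took the gene number of the tRNA that reads it, directly or by wobble. Occupancy in each untreated replicate was then correlated with that number, and the mean Spearman's rho of the 3 replicates was -0.320 ± 0.072 (SD, n = 3). For occupancy averaged over replicates rho was -0.350 (permutation p = 0.00617, adjusted p = 0.0185 over 3 correlations) and Pearson's r of the log2 values was -0.280 (permutation p = 0.0287). The averaged abundance of small footprints gave a rho of -0.317 (adjusted p = 0.0206) and that of large footprints -0.146 (adjusted p = 0.257). When only exactly complementary anticodons were counted, the mean rho was -0.149 (permutation p = 0.175). These correlations are across codons, which are not independent replicates. The tRNA adaptation index was not analysed here.

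**Figure D4:**
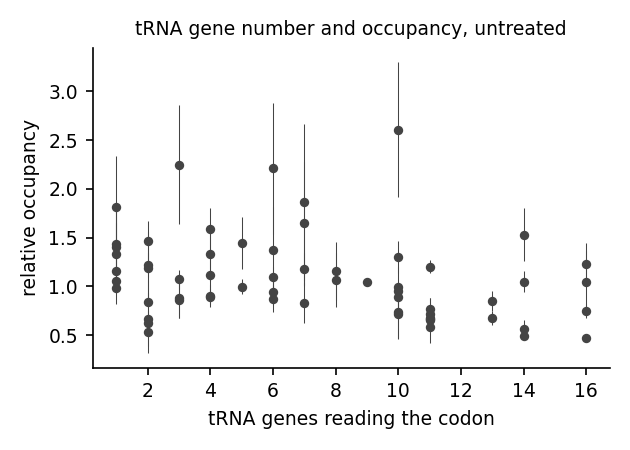
Relative occupancy (vertical axis, mean ± SD of the 3 untreated libraries) of each of the 61 codons against the number of tRNA genes that read it (horizontal axis). Spearman's rho of the averaged occupancy is -0.350.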

We found that the relative occupancy per codon was only weakly correlated with tAI and with tRNA genomic copy number (Spearman's r = −0.39 and −0.28, respectively; average of three replicates) and that the tAI was not particularly correlated with the relative abundance of either small footprints or large footprints (r = −0.34 and r = −0.20, respectively; average of three replicates). Thus, unexpectedly, codon ‘optimality’, as represented by the tAI, does not appear to be a major determinant of relative ribosome occupancy under the conditions tested here. The 3-AT data show that in an extreme case, a limited supply of the tRNA cognate to the A-site codon slows translation during the large-footprint stage. In contrast, our overall results in untreated yeast suggest that the differences in abundance among tRNAs in wild-type cells have only a minor effect on relative ribosome occupancy of the cognate codons under optimum growth conditions.

We also investigated the relationship between wobble base pairing, relative occupancy, and the density of large and small footprints. Wobble base pairing at the A site has recently been linked with slowed elongation in humans and worms (Stadler and Fire, 2011). We compared codons with perfect Watson-Crick complementarity vs the synonymous codons that pair imperfectly with the same tRNA (Johansson et al., 2008). While we found no consistent trend toward increased occupancy at wobble-paired codons, we observed notably higher occupancy on a subset of wobble-paired codons comprising proline CCG (G-U base pairing), leucine CUG (G-U), and arginine CGA (A-I) (Figure 6B). 

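Among 20 pairs of codons read by the same tRNA, assigned from the tRNA genes of the R64 assembly, the wobble codon had the higher mean occupancy in 13 (exact two-sided binomial test, p = 0.263). It was higher in all 3 replicates for 8 pairs and lower in all 3 for 4. The mean occupancy ratio was 2.02 ± 0.53 (SD, n = 3) for CCG over CCA, 2.12 ± 0.62 for CUG over CUA and 2.07 ± 0.82 for CGA over CGU. The ratios of mean occupancy of the other 17 pairs ran from 0.631 to 1.45. With positions limited to 20 times the gene's mean, the CGA ratio was 1.50.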

For these three wobble codon outliers, we see a dramatic increase in short footprints, representing post-decoding stages of translation (Figure 6C,D). 

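Small footprints at CCG were 1.97 ± 0.50 times those at CCA (SD, n = 3), those at CUG 2.07 ± 0.86 times those at CUA, and those at CGA 2.30 ± 0.72 times those at CGU. Each of these ratios was above 1 in all 3 replicates. Large footprint ratios were 1.96 ± 1.03, 1.86 ± 1.03 and 1.51 ± 0.93, each above 1 in 2 of 3 replicates. The abundance of large footprints went from 0.596 at CCA to 1.19 at CCG and from 0.334 at CUA to 0.652 at CUG.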

The arginine CGA codon is known to be a strong inhibitor of translation in yeast, and its inhibitory effect is due more to wobble decoding than tRNA abundance and may include interactions after the initial decoding (Letzring et al., 2010). Our data confirm that CGA is indeed one of the most slowly translated codons, and its high relative occupancy is due to increased abundance of small footprints, suggesting that its slow elongation is primarily due to a prolonged post-decoding stage. 

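CGA had a relative occupancy of 2.21 ± 0.67 (SD, n = 3 untreated replicates), the third highest of the 61 codons, from 399 or more footprints in each library. Its small footprint abundance of 1.80 ± 0.73 was the highest of all codons, against 0.764 at CGU. Its large footprint abundance of 0.416 ± 0.185 ranked 14, against 0.330 at CGU.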

Overall, the abundance of footprints from each step of elongation was clearly affected by several distinct codon-specific features with sometimes synergistic and sometimes opposing effects.

## Discussion

A ribosome must cycle through a series of consecutive associations with mRNA to decode the message one codon at a time. The stability of the ribosome-mRNA association allows one to observe precisely where ribosomes reside on transcripts—down to the codon being decoded—by isolating and sequencing ribosome-protected mRNA fragments. We were quite surprised to discover that the ribosome protects two different footprint sizes (28–30 nt and 20–22 nt), as the original ribosome-profiling experiments and nuclease protection assays only captured the longer footprints (Ingolia et al., 2009). The difference is explained by the experimental conditions: the small footprints were revealed only after we left out cycloheximide, a translation inhibitor commonly used to stabilize ribosomes on mRNA for ribosome profiling. Indeed, early study of ribosome pausing found that when cycloheximide was omitted, 20–24 nt footprints accumulated in addition to the larger footprints they saw from cycloheximide-treated ribosomes (Wolin and Walter, 1988). As in our own experiments, the small and large footprints they observed had the same 5′ terminus and differed at the 3′ end.

We propose that the two footprints sizes originate from two ribosome conformations corresponding to different stages of elongation: large footprints from non-rotated ribosomes during the decoding stage before peptide bond formation, and small footprints from rotated ribosomes during the translocation stage after peptide bond formation. Additional biochemical and structural studies will be required to pinpoint the exact stages of elongation and ribosome conformations responsible for the two footprint sizes. It is not clear which of the known conformational changes during the elongation cycle are most relevant: the inter-subunit rotation after peptide bond formation, the intra-subunit swivel of the 30S head during translocation, or smaller rearrangements such as movement of the L1 stalk.

As for the physical origin of the small and large mRNA fragments, crystal structures of rotated and non-rotated ribosomes show that mRNA accessibility is not likely to be dramatically different between the two conformations (Ben-Shem et al., 2010, 2011). RNAse I may be small enough to penetrate into the mRNA entrance channel and cleave the mRNA just two nucleotides from the A site. Alternately, the ribosome itself may be more susceptible to RNAse degradation in the rotated conformation, allowing ribosomal RNA cleavage that in turn enables RNAse I to access the mRNA entrance channel, yielding a smaller mRNA footprint. Importantly, however, both small and large footprints have also been observed in wheat germ extract treated with micrococcal nuclease, indicating that the two footprint sizes are neither species- nor nuclease-specific (Wolin and Walter, 1988).

We hypothesize that the relative abundance of large and small footprints reflects the relative duration of different stages of elongation at each codon. (We use the A site codon by default in this discussion, though in principle we could compile results based on the codon in the P site or any other frame of reference.) 

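Dividing relative occupancy by the bulk rate of 5.6 amino acids per second gave 0.0843 s ± 0.0079 (SD, n = 3 untreated replicates) for GGU and 0.466 s ± 0.123 for CCG. The time for CUG, second highest, was 0.402 s ± 0.109, and that for GUU, second lowest, was 0.0886 s ± 0.0061.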

Comparing our relative occupancy values to an estimated bulk elongation rate of 5.6 amino acids per second (Ingolia et al., 2011), our model would predict variation in average codon elongation time from as little as 0.08 s (GGU) to as much as 0.5 s (CCG). A number of caveats apply to this interpretation, and any hypotheses must be pursued with complementary approaches. Ribosome footprint data have inherent biases from ligation and other steps of the library preparation. Further, the overall balance of small and large footprints varied between replicates, leaving open the question of which conformation is more populated in vivo. Some variability arises from the mRNA fragment isolation. In this work, we chose size markers of 18 and 32 nt, but size selection from polyacrylamide gel is imprecise. (This choice also limits what we can observe: recent work found distinct 16 nt fragments from ribosomes stalled on truncated mRNAs, Guydosh and Green, 2014.) The size distribution may also reflect differential efficiency of library preparation from smaller or larger fragments. Nonetheless, although the overall ratio of small to large footprints varied, the codon-specific variation in this ratio was robust.

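The small footprint share of each of the 61 codons correlated between untreated replicates at a Spearman's rho of 0.653 (1 and 2), 0.676 (1 and 3) and 0.912 (2 and 3). The mean was 0.747, and each had a permutation p of 1e-05, the smallest the permutations can give. These correlations are across codons, which are not independent replicates.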

Our results also highlight the effects of harvest methods and inhibitors such as cycloheximide on footprint distribution. Ribosomes are depleted from the first 50 codons when yeast are harvested by the procedure we used without inhibitors. We interpret this as evidence that elongation continues for around 10 s after initiation ceases during the harvest process. Because the selective depletion of ribosomes from this part of the mRNA could enrich for special cases, we excluded the first 50 codons from our analysis of per-codon footprint distributions. Different harvest methods had large effects on the precise footprint locations even when the overall translation per gene was highly reproducible (data not shown). Similarly, the average occupancies per codon with and without cycloheximide were surprisingly uncorrelated (Spearman's r = 0.02, comparing the average of three untreated samples and the average of two cycloheximide-treated samples), though the total footprints per gene correlated quite well (Spearman's r = 0.97 between the average fpkm in three untreated samples and the average fpkm in two cycloheximide-treated samples). 

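Mean occupancies of the 61 codons in the 3 untreated and the 2 cycloheximide libraries had a Spearman's rho of 0.024 (permutation p = 0.855, adjusted p = 0.855 over 4 correlations). Pearson's r of the log2 values was -0.110 (permutation p = 0.403). The cycloheximide replicates correlated with each other at a rho of 0.827 (permutation p = 1e-05, adjusted p = 4e-05). For small footprints alone, untreated and cycloheximide abundances correlated at 0.482 (permutation p = 0.00017, adjusted p = 0.00034), and for large footprints alone at 0.071 (permutation p = 0.586, adjusted p = 0.781). Within set a the occupancy rho was 0.097 and within set b -0.053, and the correlations by size were not computed within the sets. Across the 2683 genes listed in all 5 libraries, mean footprints per codon, scaled to library size, correlated at a rho of 0.973 (permutation p = 0.000999, the smallest that 1000 permutations can give), and within the sets at 0.974 over 3907 genes and 0.834 over 2715. Between untreated replicates the gene correlations ran from 0.939 to 0.987, and between cycloheximide replicates the correlation was 0.910. Neither codons nor genes are independent replicates. Of the 2683 genes, 0 differed between the groups at an adjusted p under 0.05 by edgeR's quasi-likelihood test and 53 at an unadjusted p under 0.05. With sets a and b as a block, a step chosen after seeing the data, the counts were 0 and 172. Pairing same-numbered cultures in a block gave 0 at an adjusted p under 0.05. Pairing cultures of different number, also chosen after seeing the data, gave 6. The paper proposes that ribosomes at different positions are affected differently by the drug or by elongation that continues during harvest.

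**Figure D5:**
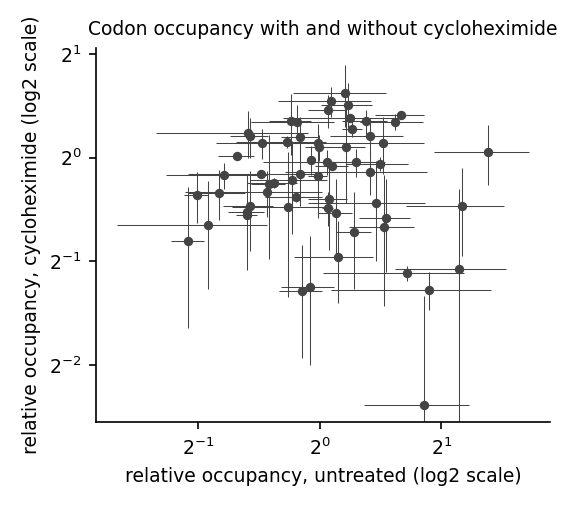
Relative occupancy of the 61 codons in cycloheximide (vertical axis, mean ± SD of 2 libraries) against untreated yeast (horizontal axis, mean ± SD of 3 libraries), both on log2 axes. Spearman's rho of the means is 0.024.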

Ribosomes in different positions may be differentially affected either by the drug treatment or by runoff elongation during harvest without inhibitors. In either case, some ribosomes may halt while others undergo several more rounds of elongation.

There are many potentially rate-controlling steps of elongation and many factors necessary for each cycle, including aminoacylated tRNA and elongation factors eEF1, eEF2, and the yeast-specific eEF3 (Kapp and Lorsch, 2004). For example, interactions between the tRNA anticodon and the mRNA codon, the tRNAs and the ribosome, the amino acids and the peptidyl transferase center, and the nascent peptide and the tunnel, as the tRNAs move through the A, P, and E sites, can all presumably affect the speed of each step. Thus, the speed of each elongation cycle is expected to be influenced by codon, tRNA, and amino acid identity.

One of the surprising aspects of this study is that tRNA abundance or codon optimality failed to predict variation in observed ribosome occupancy and, further, that much of the variation in codon-specific occupancy was in the steps following decoding and peptide bond formation. Biochemical evidence suggests that evolution has tuned tRNA sequence and modifications to balance the contributions of amino acid identity, codon pairing strength, and tRNA structure to binding affinity of a given tRNA, such that most aminoacylated tRNAs have similar affinity to ribosomal A sites (Olejniczak et al., 2005; Dale et al., 2009; Shepotinovskaya and Uhlenbeck, 2013). While this affinity tuning is a plausible result of selection for fidelity in decoding, ribosome profiling has revealed a lack of uniformity both in decoding and post-decoding steps. Once the interactions that determine the codon-specific rate of decoding are decoupled and replaced by a new set of codon-specific interactions in the subsequent steps of elongation, the great diversity in physical properties of amino acids and in the intrinsic stability of the codon–anticodon interaction may lead to wide variation in the kinetics of post-decoding steps.

New methods for high-throughput measurement of translation have led to renewed interest in modeling the constraints on coding sequence and the effects of codon choice on translation efficiency (Tuller et al., 2010; Plotkin and Kudla, 2011; Dana and Tuller, 2012; Charneski and Hurst, 2013; Shah et al., 2013). The ability to distinguish ribosome conformations at codon resolution now allows us to map these effects to specific phases of the elongation cycle, initiation, or termination. Future in vivo and in vitro experiments using this approach to monitor the decoding and translocation steps at each codon should provide new precision in dissecting the mechanisms by which mRNA sequence, core translation factors and regulatory factors control initiation, elongation, and termination of translation.

## Materials and methods

### Yeast strains and growth conditions

For all experiments, excluding 3-AT drug treatment experiments, BY4741 was grown overnight in YPD at 30°C; two 500 ml cultures of YPD were inoculated from the overnight culture to an OD_600_ of ∼0.2. For experiments involving 3-AT, S288C was grown as above in SC-His media at 30°C. Cells were then grown to mid-log phase, OD_600_ ∼0.6, prior to harvest. (Strain information: BY4741 derived from S288C: *MATa his3Δ1/his3Δ1 leu2Δ0/leu2Δ0 lys2Δ0/LYS2 MET15/met15Δ0 ura3Δ0/ura3Δ0*. S288C: *MATa SUC2 gal2 mal mel flo1 flo8-1 hap1*.)

Cells were harvested by filtration at room temperature and then quickly frozen in liquid N_2_. Resulting cell pellets were then pulverized using a MM301 Retsch mixer mill at 30 Hz for 3 min. All chambers and tubes were pre-frozen in liquid N2 or dry ice. Approximately 400–500 µl of cold lysis buffer (20 mM Tris pH 8.0, 140 mM KCl, 1.5 mM MgCl_2_, 1% Triton) was added to cell powder. Resulting lysates were pre-cleared by centrifugation at 2000 rpm for 5–10 min at 4°C. Lysate was transferred to a clean pre-chilled tube and further clarified by centrifugation at 20,000×*g* for 10 min at 4°C. Lysate was then stored at −80°C until RNase digestion.

For the cycloheximide experiments, cycloheximide was added to cells prior to harvest at 100 µg/ml and was also present at 100 µg/ml in the lysis buffer. For the anisomycin experiment, anisomycin was added to mid-log cells at 100 µg/ml and cells were allowed to grow for an additional 30 min prior to harvest. Anisomycin was also present at 100 µg/ml in the lysis buffer. For the 3-AT experiments, 3-amino-1,2,4-triazole was added to mid-log cells to reach a final concentration of 100 mM, then cells were grown with shaking for 10 and 60 min prior to harvest.

### RNase digestion and monosome isolation

RNase digestion and monosome isolation were performed similar to Ingolia et al. (2009, 2012). Cell lysate (∼800 µg total RNA measured by Nanodrop) was allowed to thaw on ice. 600 U of RNase I (AM2294; Life Technologies, Carlsbad, CA) was added to cell lysate and placed on a nutator at room temperature for 1 hr. A second cell lysate served as an undigested control; 120 U of SUPERase-In was added and placed on a nutator as above. Linear 10–50% sucrose gradients were prepared using a BioComp Gradient Master (Biocomp Instruments, Fredericton, Canada) according to manufacturer's instructions. Sucrose was dissolved in 20 mM Tris pH 8.0, 140 mM KCl, 5 mM MgCl_2_, 0.5 mM DTT, 20 U/ml SUPERase-In; 100 µg/ml cycloheximide or 100 μg/ml anisomycin were added to buffer for corresponding experiments. After RNase digestion, lysate was added to the top of gradients and sedimented at 35,000 rpm in a SW41 rotor for 3 hr.

Gradients were fractionated at 0.17 mm per second using the BioComp Gradient Master while the A_260_ was continuously monitored. Fractions corresponding to the monosome peak were collected and pooled. RNA was then purified using a miRNeasy Mini kit from Qiagen (cat# 217004; Qiagen, Venlo, Netherlands) as per manufacturer's instructions.

### Library preparation and high-throughput sequencing

Ribosome footprint libraries were prepared similar to Ingolia et al. (2012). Purified RNA was separated on a 15% TBE-Urea gel. RNA oligonucleotides of 18 and 34 nucleotides were run side by side with isolated RNA and used as size markers to cut RNA of desired size for gel extraction. Size-selected RNA fragments were then treated with polynucleotide kinase to remove the 3′ phosphate. After isopropanol precipitation, dephosphorylated fragments were ligated to Universal miRNA cloning linker from New England Biolabs, Ipswich, MA (cat# S1315S). Ligated fragments were separated from excess linker by gel electrophoresis on a 15% TBE-Urea gel. After gel extraction, ligated fragments were then reverse transcribed using SuperScript III from Life Technologies (cat# 18080-085) according to manufacturer's instructions. Reverse transcriptase reactions were primed with 1 µl of 1.25 µM NI-NI-9 primer (Supplementary file 1). Additionally 20 U of SUPERase-In was added to each RT reaction. Reactions were incubated at 48°C for 30 min.

After reverse transcription, RNA template was removed by the addition of 2.2 µl of 1 N NaOH and incubation at 98°C for 20 min. After precipitation, cDNA was separated from excess primer by gel electrophoresis on a 5% TBE-Urea gel. cDNA was then circularized using CircLigase ssDNA ligase from Epicentre, Madison, WI (cat# CL4115K) according to manufacturer's instructions. After circularization, 5 µl of the circularization reaction was added to 1 µl of pooled ribosomal subtraction oligos (Supplementary file 1), 1 µl of 20x SSC, and 3 µl of water. Each sample was then denatured for 90 s at 100°C and then annealed to 37°C. MyOne Streptavidin C1 DynaBeads (25 µl per reaction) were washed three times in 1x Bind/Wash buffer (1 M NaCl, 1 mM EDTA, 10 mM Tris, pH 8.0). Beads were then resuspended in 2x Bind/Wash buffer (10 µl per reaction). Beads were added to each cDNA/oligo mixture and incubated for 15 min at 37°C in an Eppendorf ThermoMixer at 1000 rpm. Beads were collected on a magnetic stand and ∼17.5 µl of eluate was recovered for each reaction. Resulting eluate was then used as a template for PCR amplification.

Pilot PCR reactions were prepared in order to determine the number of cycles necessary for adequate amplification. PCR reactions consisted of 20 µl of 5x HF buffer, 2 µl of 10 mM dNTPs, 0.5 µl of 100 µM NI-NI-2 primer, 0.5 µl of 100 µM indexing primer (Supplementary file 1), 5 µl of eluate template, 71 µl of water and 1 µl of Phusion polymerase (cat# M0530L; NEB). Each 100 µl reaction was separated into five 16.7 µl aliquots. PCR conditions were as follows: initial denaturation for 30 s at 98°C, followed by cycles of 10 s at 98°C, 10 s of annealing at 65°C, and 5 s of extension at 72°C. One aliquot was removed after 8, 10, 12, and 14 cycles. Amplification was examined by gel electrophoresis on an 8% TBE polyacrylamide gel. Once optimal cycle was determined, an additional 100 µl PCR was performed and run on an 8% TBE polyacrylamide gel. The product band was then cut out and DNA extracted from the gel slice. Libraries were quantified by Bioanalyzer using a DNA High Sensitivity kit (cat# 5067-4626; Agilent, Santa Clara, CA). Libraries were then sequenced on an Illumina Genome Analyzer 2 according to manufacturer's instructions by the Stanford Functional Genomics Facility. Raw sequence data are available in the Gene Expression Omnibus under accession GSE58321.

### Sequence alignment and analysis

Cloning linker sequences were trimmed from Illumina reads and the trimmed fasta sequences were aligned to *S. cerevisiae* ribosomal and noncoding RNA sequences using bowtie v. 0.12.7 or v. 1.0.0 to remove rRNA reads (Langmead et al., 2009). The non-rRNA reads were aligned to the *S. cerevisiae* genome as a first pass to remove any reads that mapped to multiple locations. Reads that passed this filter (those that mapped uniquely to the genome, or those that did not map at all, such as splice junction reads) were then aligned to the *S. cerevisiae* transcriptome with bowtie, allowing two mismatches and only reporting alignments of reads that mapped uniquely in the transcriptome (bowtie -v 2 -m 1 -a --norc --best –strata).

The *S. cerevisae* transcriptome sequences were based on CDS sequences downloaded from the UCSC genome browser, sacCer2 assembly, in August 2011. Untranslated region coordinates were taken from supplemental table S4 of Nagalakshmi et al. (2008). When no UTR was annotated, 50 nt upstream and/or downstream of the CDS was included by default.

A list of read counts and read lengths per nucleotide position in the transcriptome, based on the 5′ end of the mapped read, was generated. From that list, metagene grids as in Figure 2A were made by tabulating all footprints 11–36 nt long within the following regions: last 25 nt of 5' UTR, first 200 nt of CDS, last 100 nt of CDS, and first 50 nt of 3' UTR, for all genes with a CDS of at least 300 nt.

### Per-codon analysis

Non-unique positions in the transcriptome were filtered by splitting the yeast transcriptome into all overlapping 20mers, mapping this set of all 20mers back to the transcriptome with bowtie, and collecting the mapped locations of any 20mers with more than one perfect match in the transcriptome.

The counts of small and large footprints from ribosomes with each codon positioned in the inferred A site were generated from the list of reads at each nucleotide position as depicted in Figure 2F. The large footprints were defined as 28 nt reads with the 5′ end 15 nt upstream of the codon at position *i*, and 29 nt reads with the 5′ end 16 nt upstream of *i*. Small footprints included 20 nt and 21 nt reads with the 5′ end 15 nt upstream of *i* and 21 nt and 22 nt reads with the 5′ end 16 nt upstream of *i*. For each gene, the analysis included codons 51 through the second codon before the stop codon, to avoid the region at the beginning of genes from which ribosomes have been depleted by runoff elongation during harvest. Genes with fewer than 10 footprints in total were excluded, as were any non-unique positions within genes. Processed data are available in the Gene Expression Omnibus under accession GSE58321.

The ‘relative occupancy’ per codon was generated by first computing the average number of footprints (large + small) across the gene. Then, at each position *i* in gene *g*, compute (large + small at position *i*)/(average large + small in gene *g*). These ratios were then averaged across all instances of a given codon (e.g., CGA) in the transcriptome to give the relative occupancy.

The densities of small and large footprints were computed as above: (small at *i*)/(average large + small in gene *g*) and similarly (large at *i*)/(average large + small in gene *g*).

## References

[bib1] AgirrezabalaXLeiJBrunelleJLOrtiz-MeozRFGreenRFrankJ 2008 Visualization of the hybrid state of tRNA binding promoted by spontaneous ratcheting of the ribosome. Molecular Cell32:190–197. doi: 10.1016/j.molcel.2008.10.00118951087PMC2614368

[bib2] BarbacidMVazquezD 1974 (3H)anisomycin binding to eukaryotic ribosomes. Journal of Molecular Biology84:603–623. doi: 10.1016/0022-2836(74)90119-34601392

[bib3] BarbacidMVazquezD 1975 Ribosome changes during translation. Journal of Molecular Biology93:449–463. doi: 10.1016/0022-2836(75)90239-91095764

[bib4] Ben-ShemAGarreau de LoubresseNMelnikovSJennerLYusupovaGYusupovM 2011 The structure of the eukaryotic ribosome at 3.0 A resolution. Science334:1524–1529. doi: 10.1126/science.121264222096102

[bib5] Ben-ShemAJennerLYusupovaGYusupovM 2010 Crystal structure of the eukaryotic ribosome. Science330:1203–1209. doi: 10.1126/science.119429421109664

[bib6] CharneskiCAHurstLD 2013 Positively charged residues are the major determinants of ribosomal velocity. PLOS Biology11:e1001508. doi: 10.1371/journal.pbio.100150823554576PMC3595205

[bib7] ChenJTsaiAO'LearySEPetrovAPuglisiJD 2012 Unraveling the dynamics of ribosome translocation. Current Opinion in Structural Biology22:804–814. doi: 10.1016/j.sbi.2012.09.00423142574PMC3766728

[bib8] DaleTFahlmanRPOlejniczakMUhlenbeckOC 2009 Specificity of the ribosomal A site for aminoacyl-tRNAs. Nucleic Acids Research37:1202–1210. doi: 10.1093/nar/gkn104019129224PMC2651786

[bib9] DanaATullerT 2012 Determinants of translation elongation speed and ribosomal profiling biases in mouse embryonic stem cells. PLOS Computational Biology8:e1002755. doi: 10.1371/journal.pcbi.100275523133360PMC3486846

[bib10] dos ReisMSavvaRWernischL 2004 Solving the riddle of codon usage preferences: a test for translational selection. Nucleic Acids Research32:5036–5044. doi: 10.1093/nar/gkh83415448185PMC521650

[bib11] ErmolenkoDNCornishPVHaTNollerHF 2013 Antibiotics that bind to the A site of the large ribosomal subunit can induce mRNA translocation. RNA19:158–166. doi: 10.1261/rna.035964.11223249745PMC3543091

[bib12] FrankJAgrawalRK 2000 A ratchet-like inter-subunit reorganization of the ribosome during translocation. Nature406:318–322. doi: 10.1038/3501859710917535

[bib13] FredrickKNollerHF 2003 Catalysis of ribosomal translocation by sparsomycin. Science300:1159–1162. doi: 10.1126/science.108457112750524

[bib14] FuJMunroJBBlanchardSCFrankJ 2011 Cryoelectron microscopy structures of the ribosome complex in intermediate states during tRNA translocation. Proceedings of the National Academy of Sciences of the United States of America108:4817–4821. doi: 10.1073/pnas.110150310821383139PMC3064370

[bib15] GaoYGSelmerMDunhamCMWeixlbaumerAKelleyACRamakrishnanV 2009 The structure of the ribosome with elongation factor G trapped in the posttranslocational state. Science326:694–699. doi: 10.1126/science.117970919833919PMC3763468

[bib16] GrollmanAP 1967 Inhibitors of protein biosynthesis. II. Mode of action of anisomycin. The Journal of Biological Chemistry242:3226–32336027796

[bib17] GuydoshNRGreenR 2014 Dom34 rescues ribosomes in 3' untranslated regions. Cell156:950–962. doi: 10.1016/j.cell.2014.02.00624581494PMC4022138

[bib18] HansenJLMoorePBSteitzTA 2003 Structures of five antibiotics bound at the peptidyl transferase center of the large ribosomal subunit. Journal of Molecular Biology330:1061–1075. doi: 10.1016/S0022-2836(03)00668-512860128

[bib19] IngoliaNTBrarGARouskinSMcGeachyAMWeissmanJS 2012 The ribosome profiling strategy for monitoring translation in vivo by deep sequencing of ribosome-protected mRNA fragments. Nature Protocols7:1534–1550. doi: 10.1038/nprot.2012.086PMC353501622836135

[bib20] IngoliaNTGhaemmaghamiSNewmanJRWeissmanJS 2009 Genome-wide analysis in vivo of translation with nucleotide resolution using ribosome profiling. Science324:218–223. doi: 10.1126/science.116897819213877PMC2746483

[bib21] IngoliaNTLareauLFWeissmanJS 2011 Ribosome profiling of mouse embryonic stem cells reveals the complexity and dynamics of mammalian proteomes. Cell147:789–802. doi: 10.1016/j.cell.2011.10.00222056041PMC3225288

[bib22] JohanssonMJEsbergAHuangBBjorkGRBystromAS 2008 Eukaryotic wobble uridine modifications promote a functionally redundant decoding system. Molecular and Cellular Biology28:3301–3312. doi: 10.1128/MCB.01542-0718332122PMC2423140

[bib23] KappLDLorschJR 2004 The molecular mechanics of eukaryotic translation. Annual Review of Biochemistry73:657–704. doi: 10.1146/annurev.biochem.73.030403.08041915189156

[bib24] LangmeadBTrapnellCPopMSalzbergSL 2009 Ultrafast and memory-efficient alignment of short DNA sequences to the human genome. Genome Biology10:R25. doi: 10.1186/gb-2009-10-3-r2519261174PMC2690996

[bib25] LetzringDPDeanKMGrayhackEJ 2010 Control of translation efficiency in yeast by codon-anticodon interactions. RNA16:2516–2528. doi: 10.1261/rna.241171020971810PMC2995412

[bib26] MoazedDNollerHF 1989 Intermediate states in the movement of transfer RNA in the ribosome. Nature342:142–148. doi: 10.1038/342142a02682263

[bib27] MunroJBAltmanRBO'ConnorNBlanchardSC 2007 Identification of two distinct hybrid state intermediates on the ribosome. Molecular Cell25:505–517. doi: 10.1016/j.molcel.2007.01.02217317624PMC2244649

[bib28] NagalakshmiUWangZWaernKShouCRahaDGersteinMSnyderM 2008 The transcriptional landscape of the yeast genome defined by RNA sequencing. Science320:1344–1349. doi: 10.1126/science.115844118451266PMC2951732

[bib29] NoeskeJCateJH 2012 Structural basis for protein synthesis: snapshots of the ribosome in motion. Current Opinion in Structural Biology22:743–749. doi: 10.1016/j.sbi.2012.07.01122871550PMC3513557

[bib30] OlejniczakMDaleTFahlmanRPUhlenbeckOC 2005 Idiosyncratic tuning of tRNAs to achieve uniform ribosome binding. Nature Structural & Molecular Biology12:788–793. doi: 10.1038/nsmb97816116437

[bib31] PercudaniRPavesiAOttonelloS 1997 Transfer RNA gene redundancy and translational selection in *Saccharomyces cerevisiae*. Journal of Molecular Biology268:322–330. doi: 10.1006/jmbi.1997.09429159473

[bib32] PlotkinJBKudlaG 2011 Synonymous but not the same: the causes and consequences of codon bias. Nature Reviews Genetics12:32–42. doi: 10.1038/nrg2899PMC307496421102527

[bib33] PulkACateJH 2013 Control of ribosomal subunit rotation by elongation factor G. Science340:1235970. doi: 10.1126/science.123597023812721PMC4274944

[bib34] RatjeAHLoerkeJMikolajkaABrunnerMHildebrandPWStarostaALDonhoferAConnellSRFuciniPMielkeTWhitfordPCOnuchicJNYuYSanbonmatsuKYHartmannRKPenczekPAWilsonDNSpahnCM 2010 Head swivel on the ribosome facilitates translocation by means of intra-subunit tRNA hybrid sites. Nature468:713–716. doi: 10.1038/nature0954721124459PMC3272701

[bib35] Schneider-PoetschTJuJEylerDEDangYBhatSMerrickWCGreenRShenBLiuJO 2010 Inhibition of eukaryotic translation elongation by cycloheximide and lactimidomycin. Nature Chemical Biology6:209–217. doi: 10.1038/nchembio.304PMC283121420118940

[bib36] ShahPDingYNiemczykMKudlaGPlotkinJB 2013 Rate-limiting steps in yeast protein translation. Cell153:1589–1601. doi: 10.1016/j.cell.2013.05.04923791185PMC3694300

[bib37] ShepotinovskayaIUhlenbeckOC 2013 tRNA residues evolved to promote translational accuracy. RNA19:510–516. doi: 10.1261/rna.036038.11223440350PMC3677261

[bib38] StadlerMFireA 2011 Wobble base-pairing slows in vivo translation elongation in metazoans. RNA17:2063–2073. doi: 10.1261/rna.0289021122045228PMC3222120

[bib39] SteitzJA 1969 Polypeptide chain initiation: nucleotide sequences of the three ribosomal binding sites in bacteriophage R17 RNA. Nature224:957–964536054710.1038/224957a0

[bib40] TourignyDSFernandezISKelleyACRamakrishnanV 2013 Elongation factor G bound to the ribosome in an intermediate state of translocation. Science340:1235490. doi: 10.1126/science.123549023812720PMC3836249

[bib41] TullerTCarmiAVestsigianKNavonSDorfanYZaborskeJPanTDahanOFurmanIPilpelY 2010 An evolutionarily conserved mechanism for controlling the efficiency of protein translation. Cell141:344–354. doi: 10.1016/j.cell.2010.03.03120403328

[bib42] WolfendenR 2007 Experimental measures of amino acid hydrophobicity and the topology of transmembrane and globular proteins. The Journal of General Physiology129:357–362. doi: 10.1085/jgp.20070974317438117PMC2154378

[bib43] WolinSLWalterP 1988 Ribosome pausing and stacking during translation of a eukaryotic mRNA. The EMBO Journal7:3559–3569285016810.1002/j.1460-2075.1988.tb03233.xPMC454858

[bib44] ZhangWDunkleJACateJH 2009 Structures of the ribosome in intermediate states of ratcheting. Science325:1014–1017. doi: 10.1126/science.117527519696352PMC2919209

[bib45] ZhouJLancasterLDonohueJPNollerHF 2013 Crystal structures of EF-G-ribosome complexes trapped in intermediate states of translocation. Science340:1236086. doi: 10.1126/science.123608623812722PMC3979973

How the deposited data were processed for this re-analysis (not part of the article)

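Ribosome footprints from 10 libraries were analysed: 3 untreated cultures, 2 with cycloheximide, 2 with anisomycin, of which culture 1 was sequenced as 2 libraries, and 3-AT for 10 min and 60 min. All were BY4741 in YPD except the 3-AT libraries, which were S288C in medium without histidine, so that drug, strain and medium cannot be told apart there.

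The authors deposited counts of small and large footprints at each codon position, made by aligning reads to yeast coding sequences and assigning each footprint to the codon in its A site, without normalization. Tested on the deposited counts, every library began at codon 51, and the lowest total of a listed gene was 11. A gene that is not listed was therefore treated as unmeasured and not as 0. The libraries hold from 318996 to 1576388 footprints, or 0.219 to 0.710 per codon position, on 2871 to 4901 genes. At this depth most positions hold no footprint, so values were averaged over all positions of a codon. The 95% Wilson intervals of library shares cover counting error only.

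Relative occupancy was the count of both sizes at a position over the gene's mean count of both sizes, averaged over every position with the codon in the A site. The relative abundances of small and large footprints used the same denominator. Shares of small footprints were pooled counts. Anisomycin libraries 1A and 1B were averaged as 1 culture. Group shares were compared by exact two-sided permutation tests. Spearman correlations were tested by two-sided permutation with 100000 permutations, and p-values were adjusted by the Benjamini-Hochberg method within each family of correlations. The 3-AT libraries were compared with the untreated ones for 61 codons with limma 3.58.1 on log2 values. For large footprints limma pooled the error over all codons, which are not independent, so its p-values may be too small. Genes were compared between cycloheximide and untreated yeast with edgeR 4.0.16 (TMM normalization, quasi-likelihood test) on the 2683 genes listed in all 5 libraries. R 4.3.3, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3 and matplotlib 3.10.9 were used. Elongation times took the bulk rate of 5.6 amino acids per second that the paper cites.

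tRNA genes were taken from the R64 assembly, and 275 nuclear genes with 41 anticodons were found. The deposited counts rest on an earlier assembly, so no coordinates were joined between them. The order of amino acids by polarity was read from Figure 6A, and the underlying constants and the tRNA adaptation index were not used here.

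Codons were named by a rule set before the data were examined: every codon the paper names, the histidine codons, and the 3 with the largest change in each direction at an adjusted p under 0.05 and the same direction in every sample. Genes were named by a like rule, besides FBA1, GCN4 and HIS1 to HIS7 for 3-AT. No further codon or gene met the rule. Some codons and genes outside it, such as GUU, the codons past the threshold after centering, and the mating-type and auxotrophy genes of the closing section, were named after the data were seen.

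The procedure was tested on simulated data. With 200 of 2683 genes changed 4-fold, edgeR recovered 95.4% of them, and 4.70% of its calls were wrong. With 10 of 61 codons shifted by 2 on the log2 scale, limma recovered 96% of them with 8.57% of calls wrong. When all codons of a library also shared a shift, it recovered 64% with 42.1% of calls wrong, and after centering each library it recovered 97% with 7.18% wrong. Codon occupancies put into simulated counts came back with a Spearman's rho of 0.995.

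The alternatives tried were a minimum of 100 footprints per gene, positions limited to 20 times the gene's mean, expression-weighted averages, Pearson's correlation, other shares, other tools (DESeq2 1.42.0, edgeR for codons), no filter on low counts, a replicate block, all conditions in the fit, and leaving out each replicate. The closing section gives their effect, and names the alternatives added after the data were seen. The library batches are not named, and sets a and b were found from the codon at the 5′ end of the fragment. Footprint density over the first 50 codons, the start codon and footprint lengths were not analysed here.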

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

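Tests of a queued ribosome, of thinning to lower depth and of the 5′ codon in anisomycin were set before their results were seen. The held-out mating-type markers were also chosen before their values were read. All other tests in this part were chosen only after the result they address was seen.

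In the 3-AT libraries, footprints also accumulated downstream of histidine codons, a signal that the paper does not report. With CAU 7 to 15 codons upstream of the A site, mean relative occupancy was 2.03 at 10 min and 2.31 at 60 min, and 1.02 to 1.03 in the 3 untreated libraries. The mean log2 change was 1.02 for CAU and 0.62 for CAC, and the highest among the other 59 codons was 0.0801, which goes against a density change that follows any codon. With positions limited to 20 times the gene's mean the change for CAU was 1.00, so a few high positions do not account for it. The lower of the 2 libraries' changes was 0.98 in this window, which lies beyond the codon at the 5′ end. Since the window is the one in which the rise was seen, this alone does not rule out end bias. In the 3 other libraries of set b, which share the bias at the 5′ end, the highest change was -0.00203, which goes against it. A candidate explanation is that ribosomes held at histidine codons moved on before footprints were taken. If so, the rise would reach equally far from CAU and CAC within a library. By the first definition of reach it was 14 and 12 codons at 60 min, but 37 and 1 at 10 min, a difference of 36, so the explanation failed this test. Mean occupancy for CAC 7 to 15 codons past it was nevertheless 1.48 at 10 min, so a reach of 1 describes that profile poorly. A second definition, on a running mean of 5 codons, was chosen after that failure and gave a largest difference of 2 (36 and 34 codons at 10 min, 14 and 13 at 60 min). Because the definition was changed after the first outcome, the second test carries little weight. The number of S288C libraries without 3-AT is 0, so the pattern cannot be told apart from strain or medium.

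Footprints also accumulated upstream of histidine codons in 3-AT. With CAU 9 codons downstream of the A site, relative occupancy was 2.22 at 60 min, 1.50 at 10 min and 0.993 to 1.06 in the untreated libraries. Over 9 to 11 codons the mean log2 change for CAU was 0.51, the highest of 61 codons and the direction a second ribosome queued behind a paused one would give. For CAC it was 0.20, close to the 0.18 of CGA, and 9 codons upstream of CAC at 10 min occupancy was 1.03, within the untreated range of 0.897 to 1.06, though 10 codons upstream it was above the untreated range of 0.917 to 0.984. Limiting high positions gave 0.52 for CAU. Occupancy 2 to 8 codons upstream of CAU was raised too, from 1.37 to 1.98 at 60 min and from 1.24 to 1.37 at 10 min, beside 0.893 to 1.17 in untreated yeast. A queued ribosome would overlap the paused one there, so a queue alone does not account for the signal. It may account for part of it, and cannot be told apart from strain or medium.

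In the anisomycin libraries, occupancy depended on the codon 2 positions upstream of the A site, which the paper does not report. The spread of log2 occupancy across codons (SD) there was 0.908 in culture 1, and at most 0.478 in the untreated libraries. The 2 cultures correlated at a rho of 0.958, which goes against too few footprints. Dividing out the codon at the 5′ end moved the spread little, from 0.908 to 0.903 in culture 1 and from 0.808 to 0.783 in culture 2. Amino acids accounted for 96.9% of the variance across codons (permutation p = 1e-04, the smallest that 10000 permutations can give), and for 53.5% in untreated yeast. Occupancy was 2.00 for proline and 0.303 for lysine, beside 1.58 and 1.04 in untreated yeast, where proline was already high. Synonymous codons mostly share their first 2 bases, so this permutation cannot tell an amino acid from the bases of its codons. The amino acid already added to the peptide may affect where anisomycin holds ribosomes, but its codons' bases were not separated from it. By the A-site codon the spread was wider, 1.02 in library 1A, 1.00 in library 1B and 0.899 in culture 2. Untreated libraries are not a control for the drug's effect on library preparation, which was not tested.

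The spread by the codon at the 5′ end of the fragment was 1.37 in cycloheximide replicate 2, the highest of the 10 libraries. It belongs to set b, whose spreads start at 0.558, whereas those of set a end at 0.365. Depth did not account for the sets, since untreated replicate 1 thinned to the depth of replicate 3 had a spread of 0.377. A difference between library batches may account for them: 3 treatments have libraries in both sets, so treatment does not. No biological explanation was tested, and the batches themselves are not known.

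SAG1, an alpha-specific gene, had a CPM (its footprints scaled by the library's total) of 1199 in 3-AT at 10 min and was not listed in any of the 8 BY4741 libraries. The paper gives MATa for both strains. STE2, an a-specific gene, was listed in all 8 BY4741 libraries and at 10 min in 3-AT was not, although 111 footprints would be expected there, so depth does not account for its absence. At 60 min it had 33 footprints. The a-specific genes STE6 and BAR1 had 22 and 28 at 60 min, were not listed at 10 min and were listed in all 8 BY4741 libraries. The alpha-specific gene STE3 had 102 and 326 footprints in 3-AT at 10 and 60 min. It was also listed in 1 BY4741 library, anisomycin 1B, with 25. Of 5 markers held out for a test, SAG1 among them, MFA2 was listed in no library and so could not serve as a test. The other 4 separated the libraries in the direction of an alpha culture. ASG7 is weak among these, since only the anisomycin libraries list it. The S288C culture may have been of the alpha mating type. A mixed culture or a mislabelled strain was not tested separately.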

How the results depend on the processing

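The alternatives were set before the data were examined, except centering each library on its median codon, dividing out the codon at the 5′ end, the crossed replicate block, the 5′ set as a block, and replicates 1 and 2 without the block, which were chosen after seeing the data. Of 285 comparisons of an alternative with its result, 259 kept direction and side of the threshold, or moved by less than the spread between replicates. Of the 33 results, 19 did so throughout. The 3 differences in small footprint share are among these. Their designs cannot give a p under 0.05, so for them this speaks only of direction. For an untested mean of the 3 untreated replicates, leaving out a replicate always moves it by less than the spread between them. These comparisons were thus bound to count as kept and are no test of stability. They cover the shares at UUU (32.2 to 44.1%) and CGG, and the occupancies of GGU and CCG. The spread ratio of the A site and the 3 wobble ratios are also among them. The cause was not tested except where stated.

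For large footprints at CAU, the change of 1.86 had an adjusted p of 0.0575 from limma. It passed the threshold with all conditions in the fit (1.86), with the 5′ codon divided out (1.96), and with each library centered (2.78). It ran from 1.48 to 2.37 across the fits that each left out a replicate. For CAC it passed only when centered (1.96). The CAC change, 1.04 in the main fit, was 0.44 with edgeR on summed counts. It ran from 0.32 to 1.68 with a replicate left out. The change in small footprints at CAC reversed with edgeR on summed counts (-0.0572) and ran from -0.0596 to 0.73 with a replicate left out. The number of codons changed in large footprints was 0 (20 unadjusted), 1 with a minimum of 100 footprints, 2 with all conditions in the fit, 6 when centered, 2 with the 5′ codon divided out, and 0 to 52 with a replicate left out. In small footprints it was 0 (6 unadjusted) and 0 to 6 with a replicate left out.

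Limiting positions to 20 times the gene's mean moved GGU to 0.393, CCG to 1.83 and the spread ratio of the A site to 2.65. A minimum of 100 footprints moved that ratio to 2.71. Counting only exactly complementary anticodons weakened the copy number correlation to -0.149 (permutation p = 0.175), no longer past its threshold. With a replicate left out, the correlation of small with large footprints ran from -0.0125 to 0.232 and that of large footprints with polarity by codon from -0.0737 to 0.140. The cycloheximide codon correlation was -0.110 by Pearson, and ran from -0.0261 to 0.0941 with a replicate left out. The gene correlation ran from 0.926 to 0.980. The number of genes differing was 0 (53 unadjusted) and 6 with the crossed replicate block. Pairing same-numbered cultures in the replicate block gave 0 (37 unadjusted).

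Not run were the alternatives without a gene minimum and from codon 2, and the result on codons 2 to 50 with its alternatives, since counts begin at codon 51 and genes at 11 footprints. Leaving out repeated sequences was not run because the counts already do. For the gene count without a cycloheximide replicate, and for codon counts without a 3-AT library, an arm of 1 is left and no count is given.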

Differences from the paper's values

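For every value that the paper states and that was computed here, the 2 values lay within the limits for a difference, so none is listed. For the histidine codons, read by eye, the paper's changes in large footprints are about 1.7 for CAU and about 0.75 for CAC in Fig. 4, and those in small footprints about 0.9 and about 0.15 in Fig. 4. The differences of mean log2 values were 1.86, 1.04, 1.07 and 0.30 here. The log2 ratios of replicate averages, a measure chosen after seeing the values, were 1.68, 0.72, 0.94 and 0.16.

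Some results stand apart from a direction or ranking in the paper. The paper describes little effect of 3-AT on small footprints. The change in small footprints at CAU was the highest of the 61 codons here, though it did not pass the threshold (adjusted p = 0.453 from limma), and CAC changed less (adjusted p = 0.946 from limma). The excess of large over small footprints at CAU did not pass the threshold (0.79, adjusted p = 0.516 from limma). It was still the highest of the 61 codons, with CAC second, which is the direction the paper describes. With a replicate left out, the excess at CAU ran from 0.28 to 1.69. The paper ties the 3 wobble-paired codons of high occupancy to short footprints. Large footprints had ratios of 1.96 for CCG, 1.86 for CUG and 1.51 for CGA, beside 1.97, 2.07 and 2.30 for small ones. The small ratios were above 1 in 3 of 3 replicates and the large ones in 2 of 3, and CGA follows the paper's statement. In the FBA1 window, which the paper describes as alike between replicates, Spearman's rho with replicate 3 was from 0.239 to 0.386, though Pearson's r was 0.952 for large footprints between replicates 2 and 3. The paper gives MATa for the 3-AT strain, and alpha-specific genes were listed in those libraries.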

Other observations

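The tests of a shifted peak, of depth and of large footprints alone in cycloheximide, and of the spread at the 5′ end, were set before their results were seen. The other tests in this part were chosen only after the result was seen.

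Cycloheximide codon occupancies were unrelated to untreated ones. Peaks displaced because ribosomes moved on may be offered as an explanation. The offset chosen in cycloheximide replicate 1, 5 codons upstream of the A site, gave a rho of 0.590 there and 0.0372 in replicate 2. An untreated library reached 0.626 at the same offset, which goes against reading 0.590 as a displacement by the drug. It did not carry over, but this offset is also the codon at the 5′ end, where the 2 replicates belong to different sets, so displaced peaks cannot be ruled out by this test. The 2 cycloheximide replicates correlated at 0.827, which goes against too few footprints. Large footprints alone correlated at 0.0709 with untreated ones, so the loss of small footprints does not account for it, and dividing out the 5′ codon gave 0.00888. Displaced peaks were neither shown nor ruled out, and what the drug does was not tested further.

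The codon at the 5′ end had a spread up to 1.13 times that of the A site in the untreated libraries, the highest being replicate 3, so end bias as large as the A-site effect cannot be ruled out there. Dividing the 5′ factor out left the untreated A-site occupancies correlated at 0.999 with the undivided ones. These averages thus change little with a factor of the codon at the 5′ end, and other forms of end bias were not divided out or tested. In large footprints the spread 3 codons downstream of the A site, near their 3′ end, was 0.320, 0.343 and 0.402 in replicates 1, 2 and 3. At 5 codons downstream it was 0.0780, 0.105 and 0.166, so bias at the 3′ end may be present.

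The change in large footprints at histidine codons with 3-AT did not pass the threshold as designed. The lower of the 2 changes was 1.96 after centering, but centering adds the same amount to every codon's change, so this value is no test of the reason. The standard error was 0.58 before and 0.28 after centering, so shifts shared by all codons of a library add to the error. Large footprints at a codon are divided by the gene's mean of both sizes, so these values move with a library's share of large footprints by their definition. Strain and medium remain confounded with the drug.

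MET17, LEU2 and URA3 were listed only in the 3-AT libraries. Depth does not account for it, since 171 footprints of MET17 would be expected in the deepest BY4741 library. The genotype that the paper gives for BY4741 is deleted for LEU2 and URA3, and is written as heterozygous at MET15, another name of MET17.

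CPM values (footprints scaled by the library's total) in 3-AT at 10 and 60 min, beside the untreated mean, were 3076 and 2147 beside 73.5 for GCN4, 6034 and 18054 beside 821 for HIS4, and 481 and 1526 beside 54.7 for HIS3. They were 1074 and 3984 beside 121 for HIS5, 677 and 2263 beside 216 for HIS7, and 46.9 and 156 beside 40.4 for HIS2. HIS1 had 545 and 553 beside 489, and HIS6 had 25.6 and 25.1 beside 50.4. These were not tested, since strain and medium differ. The paper's genotype of BY4741 includes his3Δ1 and that of S288C does not, so the HIS3 values also compare different alleles. FBA1 had 23224, 25154 and 25308 in the untreated libraries.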
